# AIMP3 depletion causes genome instability and loss of stemness in mouse embryonic stem cells

**DOI:** 10.1038/s41419-018-1037-4

**Published:** 2018-09-24

**Authors:** Sun Mi Kim, Yoon Jeon, Doyeun Kim, Hyonchol Jang, June Sung Bae, Mi Kyung Park, Hongtae Kim, Sunghoon Kim, Ho Lee

## Abstract

Aminoacyl-tRNA synthetase-interacting multifunctional protein-3 (AIMP3) is a component of the multi-aminoacyl-tRNA synthetase complex and is involved in diverse cellular processes. Given that AIMP3 deficiency causes early embryonic lethality in mice, AIMP3 is expected to play a critical role in early mouse development. To elucidate a functional role of AIMP3 in early mouse development, we induced AIMP3 depletion in mouse embryonic stem cells (mESCs) derived from blastocysts of *AIMP3*^*f/f*^*; Cre*^*ERT2*^ mice. In the present study, AIMP3 depletion resulted in loss of self-renewal and ability to differentiate to three germ layers in mESCs. AIMP3 depletion led to accumulation of DNA damage by blocking double-strand break repair, in particular homologous recombination. Through microarray analysis, the p53 signaling pathway was identified as being activated in AIMP3-depleted mESCs. Knockdown of p53 rescued loss of stem cell characteristics by AIMP3 depletion in mESCs. These results imply that AIMP3 depletion in mESCs leads to accumulation of DNA damage and p53 transactivation, resulting in loss of stemness. We propose that AIMP3 is involved in maintenance of genome stability and stemness in mESCs.

## Introduction

The aminoacyl-tRNA synthetase-interacting multifunctional protein-3 (AIMP3)/p18 is involved in initiating mammalian translation through specific interaction with methionyl-tRNA synthetase^1,2^. In previous studies, AIMP3 was shown to play a role in diverse biological processes, such as response to DNA damage, oncogenic stress, and aging. Park et al. reported that AIMP3 mediates ataxia telangiectasia mutated (ATM)/ATM and RAD3-related (ATR)-dependent activation of p53 following DNA damage in cancer cells^3^. In addition, AIMP3 overexpression causes aging phenotypes in mice through downregulation of lamin A and cellular senescence in human mesenchymal stem cells^4,5^. Homozygous disruption of *AIMP3* gene in mice causes early embryonic lethality before embryonic day 8.5 (E8.5)^3^, implying that AIMP3 plays a critical role during early mouse embryo development^6,7^. However, a functional role for AIMP3 in early mouse embryonic development has not yet been identified.

Embryonic stem cells (ESCs) are derived from the inner cell mass of a blastocyst at embryonic day 3.5^8,9^. The main characteristic features of ESCs are self-renewal, which is the ability to continually generate new progeny cells identical to mother cells and pluripotency, which is the ability to differentiate into all cell lineages in the body^8,10^. Based on these features, ESCs are considered an attractive model system for studying early development^10–12^. In previous reports, cellular stresses, including DNA damage, oxidative stress or endoplasmic reticulum (ER) stress, were identified as affecting the self-renewal and pluripotency of mouse ESCs (mESCs)^13–16^. Although the leukemia inhibitory factor (LIF) signaling pathway and core transcription factors, such as OCT4, NANOG, and SOX2, are known to play critical roles in maintaining self-renewal and pluripotency in mESCs, other pluripotency regulatory factors have been recently described, indicating that self-renewal and pluripotency are regulated by a variety of complicated mechanisms^8,17^.

The tumor-suppressor p53 is known to regulate the transcription of genes involved in multiple cellular functions, including DNA repair, proliferation, apoptosis, and senescence, in response to genotoxic or cellular stresses^18,19^. Previous studies have demonstrated that p53 plays a critical role in mESCs differentiation and somatic cell reprogramming. DNA damage causes differentiation of mESCs in a p53-dependent manner^20^. DNA damage-induced p53 activation suppresses the transcription of key pluripotency factors, including *Oct4*, *Nanog*, and *Sox2*, and induces the transcription of differentiation-related factors^20,21^. In addition, p53 activation interferes with reprogramming somatic cells to induced pluripotent stem cells (iPSCs)^22,23^.

Herein, we demonstrated that AIMP3 depletion causes genomic instability and loss of stem cells characteristics including self-renewal and differentiation potential through p53 activation in mESCs. In mESCs, p53 knockdown rescued impaired stemness caused by AIMP3 depletion. Furthermore, AIMP3 depletion reduces the reprogramming efficiency of mouse embryonic fibroblasts (MEFs) to iPSCs. These data indicate that AIMP3 plays a role in the maintenance of genome stability and stem cell properties in mESCs.

## Results

### AIMP3 is involved in the maintenance of stemness in mESCs

It was previously reported that murine AIMP3 deficiency showed early embryonic lethality^3^. We found that AIMP3-depleted embryos were resorbed at the preimplantation stage and that AIMP3-deficient embryonic cells showed defect in outgrowth (Fig. S1). Given that AIMP3 could be a critical factor in early mouse embryonic development, AIMP3 was expected to exhibit a temporal gene expression pattern during embryonic development. AIMP3 expression levels were high in ES cells and gradually decreased at the mRNA and protein levels during development (Fig. 1a, b). Consistent with these results, *AIMP3* expression levels were reduced throughout embryoid body (EB) formation, mimicking postimplantation embryo development (Fig. 1c). These data indicate that AIMP3 has a critical function in the early stages of mouse embryonic development.

**Fig. 1:**
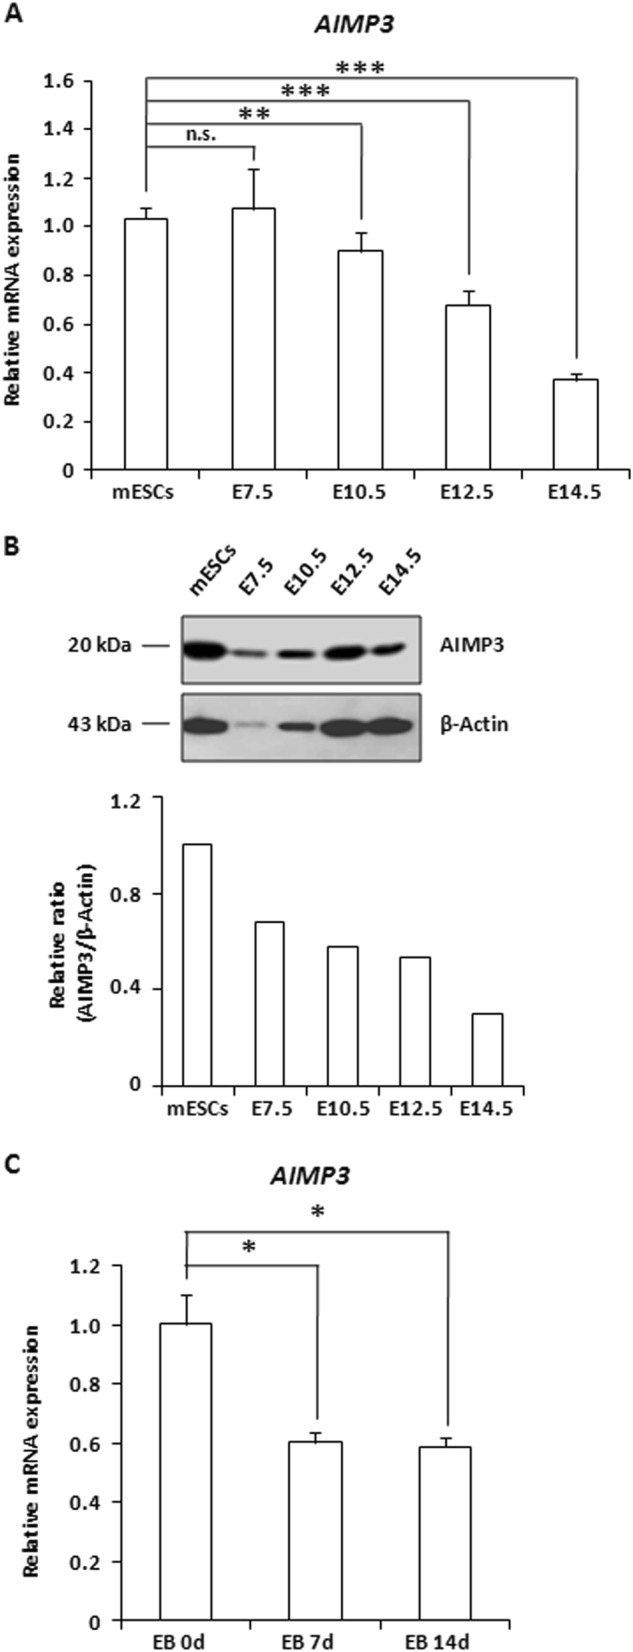
AIMP3 expression levels are decreased during development. **a**, **b** In mESCs and mouse embryos at different developmental stages, relative AIMP3 expression levels were assessed by qRT-PCR and western blot, respectively. E7.5 embryonic day 7.5, E10.5 embryonic day 10.5, E12.5 embryonic day 12.5, E14.5 embryonic day 14.5. **c** AIMP3 expression levels at the indicated times were determined by qRT-PCR during EB formation. Three independent experiments were performed for qRT-PCR, and results are expressed as the mean ± SD. *p *<* 0.05; ** *p* < 0.01; ***p < 0.001; n.s., not significant (*p* > 0.05)

To investigate whether AIMP3 has critical functions in early embryonic development, mESC clones were derived from blastocysts of *AIMP3*^*f/f*^*; Cre*^*ERT2*^ mice (Fig. S2A, S2B and S2C). Cre^ERT2^ enables regulation of target gene expression using tamoxifen treatment. In *AIMP3*^*f/f*^*;Cre*^*ERT2*^ ESCs, tamoxifen treatment successfully led to AIMP3 depletion in dose- and time-dependent manners (Fig. S2D and S2E).

AIMP3 depletion in mESCs did not affects expression levels of preimplantation (*Nr0b1* and *Dnmt3l*) and postimplantation epiblast markers (*Fgf5*, *Otx2*, and *Oct6*) (data not shown). However, upon transition from naive pluripotent state (culture condition with 2i + LIF) to postimplantation (with withdrawal of 2i + LIF), AIMP3-depleted mESCs showed increased expression of preimplantation epiblast markers and decreased expression of postimplantation epiblast markers compared with the control (Fig. S3). These data suggest that AIMP3 depletion causes peri-implantation lethality between E4.5 and E5.5 in mice.

We first investigated whether AIMP3 loss affects stem cell characteristics including self-renewal and differentiation potential of mESCs. The growth rate of AIMP3-depleted mESCs was dramatically reduced compared with the control, and loss of AIMP3 induced cell cycle arrest at the G2/M phase in mESCs (Fig. 2a, b). AIMP3 depletion-induced G2/M arrest was confirmed by western blot analysis in which key factors for G2/M transition, such as Cyclin B1, CDC25C, and CDK1, were downregulated in AIMP3-depleted cells (Fig. S4A). In addition, AIMP3 depletion was shown to slightly induce cell death based on flow cytometry after annexin-V/propidium iodide (PI) double staining (Fig. S4B). Depletion of AIMP3 resulted in differentiated cell morphology and reduction of alkaline phosphatase (AP) activity, which is indicative of stemness (Fig. 2c). AIMP3 depletion also blocked EB formation from mESCs (Fig. 2d). These data suggest that AIMP3 depletion causes loss of self-renewal and stemness in mESCs.

**Fig. 2:**
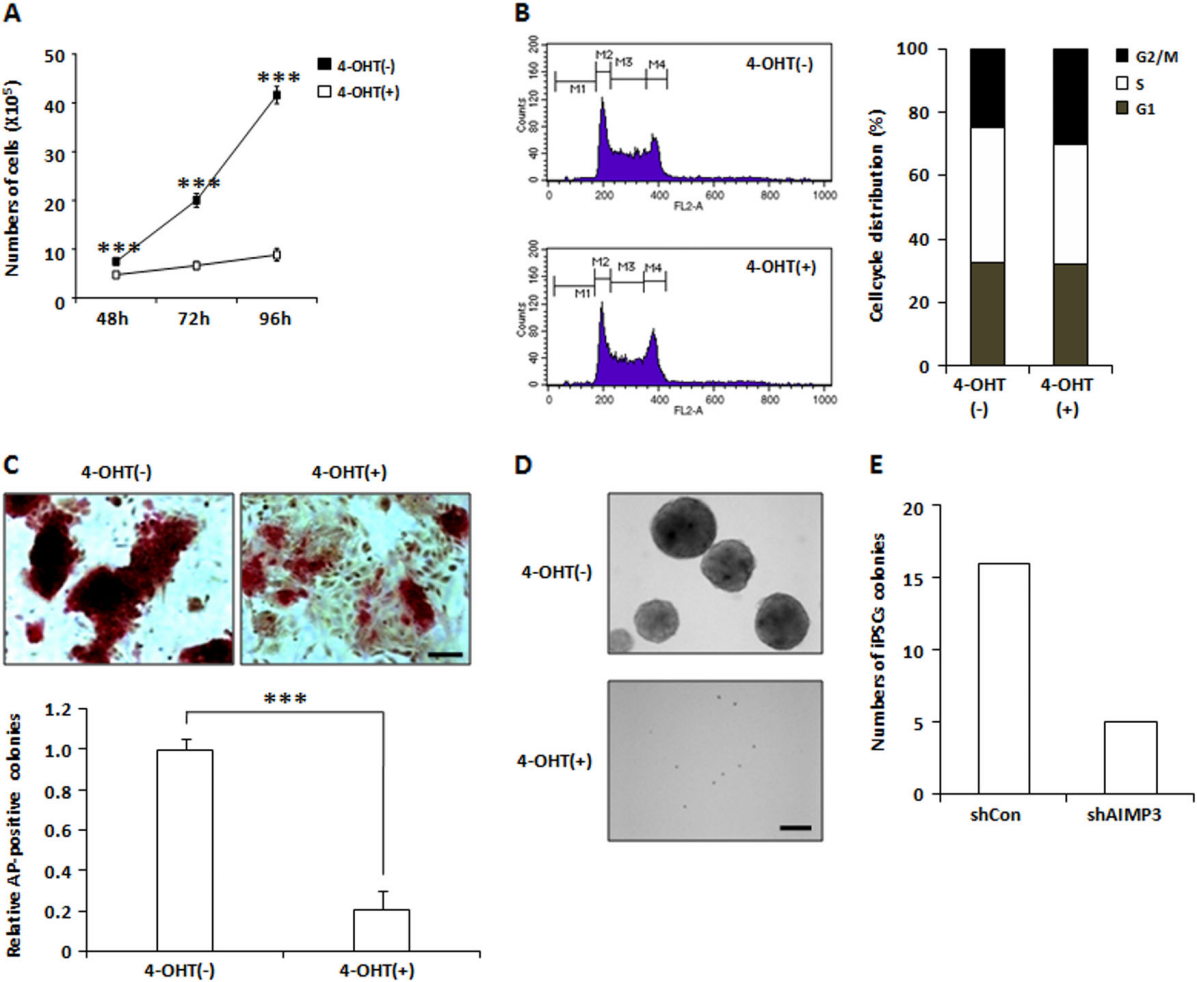
AIMP3 deficiency results in loss of stem cell characteristics in mESCs. **a** *AIMP3*^*f/f*^*; Cre*^*ERT2*^ mESCs were treated with or without 2 μM 4-OHT. At the indicated time points, cells were harvested by trypsinization and counted. Three independent experiments were performed, and results are expressed as the mean ± SD. ***p < 0.001. **b** Cells were treated with or without 2 μM 4-OHT for 3 days. Cell cycle distribution was assessed by PI staining and FACS analysis. **c** Cells were treated with or without 2 μM 4-OHT for 3 days and stained with AP. The upper panel shows representative images from AP staining (magnification ×20), and the lower panel shows the ratio of AP-positive stained colonies between samples treated with and without 4-OHT. Three independent experiments were performed, and results are expressed as the mean ± SD. ***p < 0.001. **d** Cells were treated with or without 2 μM 4-OHT for 4 days. Representative images show the results of EB formation using the hanging drop method. Magnification ×10. **e** After reprogramming of Oct4-GFP MEFs, reprogrammed iPSCs colonies were detected by AP staining and GFP expression. AP/GFP double-positive colonies were counted. Left panel, lentiviral shRNA-mediated AIMP3 knockdown was identified by western blot analysis. Right panel, the number of AP/GFP double-positive iPSC colonies

Factors involved in maintaining the stemness of ES cells have been reported to influence generation of iPSCs^24^. AIMP3 expression was shown to be upregulated after 8 days of OSKM (OCT4, SOX2, KLF4, and MYC) induction in MEF cells during iPSCs formation^25^. Therefore, we investigated whether AIMP3 affects the reprogramming efficiency of MEF to iPSCs. Lentiviruses expressing short hairpin RNA (shRNA) targeting *AIMP3* were generated, and knockdown of AIMP3 by lentiviral shRNA was verified (Fig. S5). Reprogramming efficiency of MEF to iPSCs in AIMP3-depleted cells was reduced to 30% compared with the control (Fig. 2e).

Consistent with reduced AP staining in AIMP3-deficient mESCs, expression levels of the pluripotency factors, *Oct4*, *Nanog*, *Sox2, Rex1*, and *SSEA1* were downregulated by AIMP3 depletion (Fig. 3a and Fig. S6). In contrast to the reduction in pluripotency markers, AIMP3 depletion caused an increase in the expression of differentiation-related markers, including ectoderm (*Nestin*), trophectoderm (*Cdx2* and *Eomes*), mesoderm (*HandI*), and endoderm (*Gata4* and *Gata6*) (Fig. 3b). Changes in the expression of pluripotency and differentiation-related factors by AIMP3 depletion were confirmed in experiments with small interfering RNA (siRNA)-mediated knockdown of AIMP3 (Fig. S7). Additionally, AIMP3 overexpression rescued the effects of AIMP3 depletion on expression of pluripotency or differentiation-related markers in mESCs, indicating specific regulation of those factors by AIMP3 (Fig. S8).

**Fig. 3:**
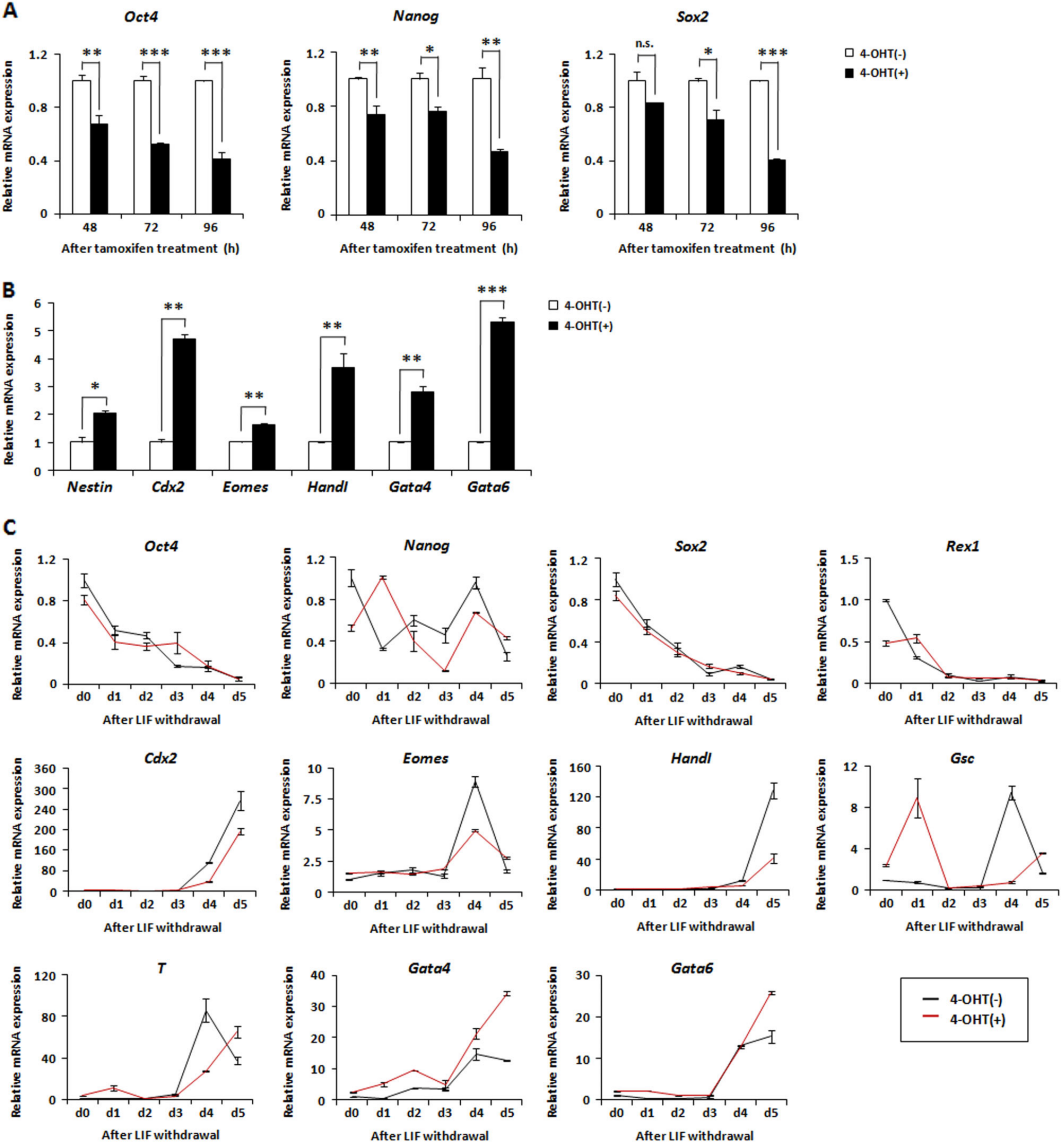
Loss of AIMP3 affects expression of pluripotency- and differentiation-related factors in mESCs. **a**, **b** Cells were incubated with or without 2 μM 4-OHT for 3 days and harvested. mRNA expression of indicated markers was measured by qRT-PCR. Results are expressed as a ratio of each marker to the control. Three independent experiments were performed, and results from qRT-PCR are expressed as the mean ± SD. *p < 0.05; **p < 0.01; ***p *<* 0.001; n.s., not significant (*p* > 0.05) . **c** Cells were incubated with or without 2 μM 4-OHT for 2 days in the presence of LIF. After LIF withdrawal, cells were harvested at the indicated times. Then, expression of the indicated markers was measured by qRT-PCR. The *Y* axis represents the ratio of expression of each marker to the control (at day 0 without 4-OHT)

Next, we investigated whether AIMP3 depletion impairs differentiation potential of mESCs into three germ layers through in vitro and in vivo differentiation assays. In vitro differentiation assay through LIF withdrawal showed that trophectoderm markers (*Cdx2* and *Eomes*) and mesoderm markers (*HandI* and *T*) were not fully activated in AIMP-depleted mESCs, compared with control cells. Another mesoderm marker (*Gsc*) was abnormally activated at earlier time point compared with the control. Endoderm markers (*Gata4 and Gata6*) were more activated in AIMP3-depleted mESCs compared with the control (Fig. 3c). Consistent with these results, AIMP3 depletion attenuated teratoma formation from mESCs (Fig. S9). Although tetratoma with three germ layers was normally generated in all mice injected with control mESCs, only two of five mice injected with AIMP3-depleted mESCs formed teratoma that was smaller in size than the control and only showed mesodermal tissue such as cartilages. Taken together, these results suggest that loss of AIMP3 impairs the differentiation potential of mESCs.

### Depletion of AIMP3 induces p53 transactivation in mESCs

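The arrays were made from mESCs with loxP-flanked *AIMP3* alleles and a Cre recombinase that 4-hydroxytamoxifen (4-OHT) switches on. Cells were treated with 2 μM 4-OHT for 4 days in 2 replicates, and control cells received ethanol. RNA from each AIMP3-depleted replicate was labelled with Cy5 and hybridized to an Agilent mouse gene expression array, and RNA from the control cultures was pooled, labelled with Cy3 and hybridized to both arrays. The control was therefore 1 sample, and testing the ratio against 0 leaves out the spread between control cultures. The dyes were not swapped, so the effect of AIMP3 depletion cannot be told apart from a gene-specific difference between the dyes. Both arrays lay on 1 slide and were scanned once. Each array held 62976 spots, of which 59305 were not controls. The authors deposited the scanner output, with the intensity of every spot and of its local background in both channels. The median signal over background was 2.68 on the array of replicate 1 and 2.72 on that of replicate 2 for Cy3, and 3.31 and 2.93 for Cy5. Spots well above background made up between 59.3% and 60.6% of a channel, and no spot was saturated. Intensities were corrected for background with limma's normexp (offset 50), normalized within each array by loess and expressed as the log2 ratio of AIMP3-depleted over control. A probe was tested if it was well above background in at least 1 channel on both arrays, and each gene was represented by its brightest probe. This left 24022 genes, of which 14972 had a RefSeq name through the accession of the probe, and the others keep the accession that the array lists, so that a gene can be counted under more than 1 accession. Ratios were tested with limma, and the number of arrays limits the precision. The median SD between the arrays was 0.048 on the log2 scale. *Eef1e1*, the gene that encodes AIMP3, was measured by 1 probe, and its log2 ratio was -0.90 ± 0.0067 (SD, n = 2; adjusted p = 4.75e-05 by limma with Benjamini-Hochberg adjustment). The alternative that moved this ratio most was median centring in place of loess, which gave -0.68.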

To elucidate the regulatory mechanisms of AIMP3 regarding ability to proliferate and differentiate into three germ layers in mESCs, we performed microarray analysis in control and AIMP3-depleted mESCs. 

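A gene was counted as changed when its mean log2 ratio over both arrays passed 1.5-fold and its unadjusted p by limma was under 0.05. In AIMP3-depleted mESCs 1518 genes changed. After Benjamini-Hochberg adjustment over all tested genes, all 1518 stayed under 0.05, with a largest adjusted p of 0.0365 by limma. Every gene over 1.5-fold also passed the p threshold, so the fold alone set this count. At any fold, 13044 genes (54.3%) had an adjusted p under 0.05. None of the changed genes had opposite signs on the arrays (0 genes), and 1268 were over 1.5-fold the same way on both. Among the changed genes, 1271 were well above background in both channels of both arrays, and the others were measured against a dim channel. More than 1 tested probe was present for 366 changed genes, and in 40 of these the probes differed in sign. The count depended on the settings, with 298 genes at a 2-fold threshold and 2891 genes when the ratios were median centred in place of loess.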

Compared with the control, 1070 genes had significant changes ( >1.5-fold, *p* < 0.05) in expression in AIMP3-depleted mESCs. Among these genes, 880 genes were upregulated and 190 genes were downregulated. 

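In the re-analysis 1328 of the changed genes were raised and 190 were lowered, so that 87.5% of the changes were rises. This share depended on the dye normalization. It was 71.6% of 2713 changed genes with the processed signals of the scanner software, and 97.8% with median centring. Median centring also shifted the median log2 ratio of all tested genes to 0.18, from 0.02 after loess. Over 2-fold, 281 genes were raised and 17 were lowered. Among the changed genes that were well above background in every channel, the largest rises were those of *Krt18* (log2 ratio 1.78), *Anxa1* (1.76), *Lgals3* (1.74), *Cavin2* (1.68) and a transcript listed only as AK166854 (1.63). The largest fall was that of *Otx2* (log2 ratio -1.66), followed by a transcript listed as XR_104694 (-1.27), *Ly6g6e* (-1.26), *Upp1* (-1.24) and *Klk1b5* (-1.24). The other tested probe of XR_104694 gave -0.21. These 10 genes kept their direction under every background correction and dye normalization tried.

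**Figure D1:**
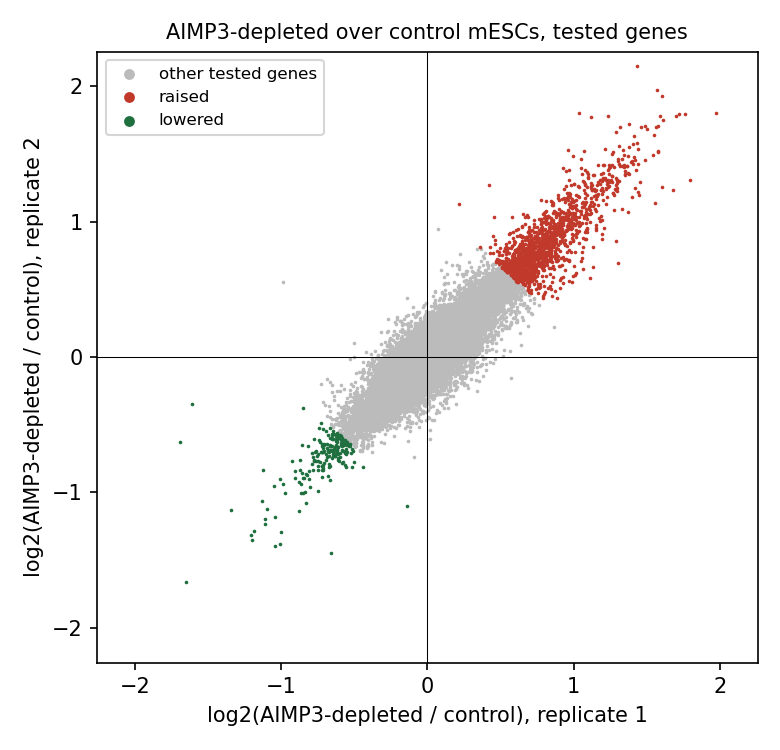
Log2 ratio of AIMP3-depleted over control mESCs for each of the 24022 tested genes, on the array of replicate 1 (horizontal axis) and of replicate 2 (vertical axis). Red points are the 1328 raised genes, green points the 190 lowered genes and grey points all others, and every red or green point has the same sign on both arrays.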

Through analysis with DAVID bioinformatics online tools, the p53 signaling pathway was found to be activated in AIMP3-depleted cells (Fig. S10). 

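A list of 44 genes known to be activated by p53 was tested as a set, and 43 of them could be measured. The log2 ratio was positive for 35 genes, and 13 genes were raised past 1.5-fold while 0 were lowered. Adjusted over the list alone, 13 genes were past the fold and p thresholds, as many as when adjusted over all genes tested. The median log2 ratio of the list was 0.38, with 0.34 on the array of replicate 1 and 0.37 on that of replicate 2. Of 10000 random lists of the same size and matched intensity, 95% had a median between -0.09 and 0.09. The adjusted p was 1.21e-05 by limma's camera with a preset correlation of 0.01, adjusted over 14 gene lists, and 0.0422 by limma's fry. With the correlation between genes estimated from these arrays, the adjusted p by limma's camera was 0.371. The estimated correlation of this list was -0.019, below the preset 0.01, so correlation between its genes did not weaken the result. In that form the test has only the 1 residual degree of freedom of these arrays, which leaves little power for any list. Of the 14 lists, 9 were under 0.05 by camera with the preset correlation. All 9 were also under 0.05 by fry, and 0 were with the estimated correlation. Median centring moved the list most, to a median of 0.59, against a median of 0.18 for all genes. The control cells received ethanol, and no sample tested the tamoxifen treatment or Cre alone. An effect of the treatment or of Cre itself on these genes therefore stays open. The sample labels describe feeder layers as the usual culture, so RNA from feeder cells is not excluded as a source either.

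**Figure D2:**
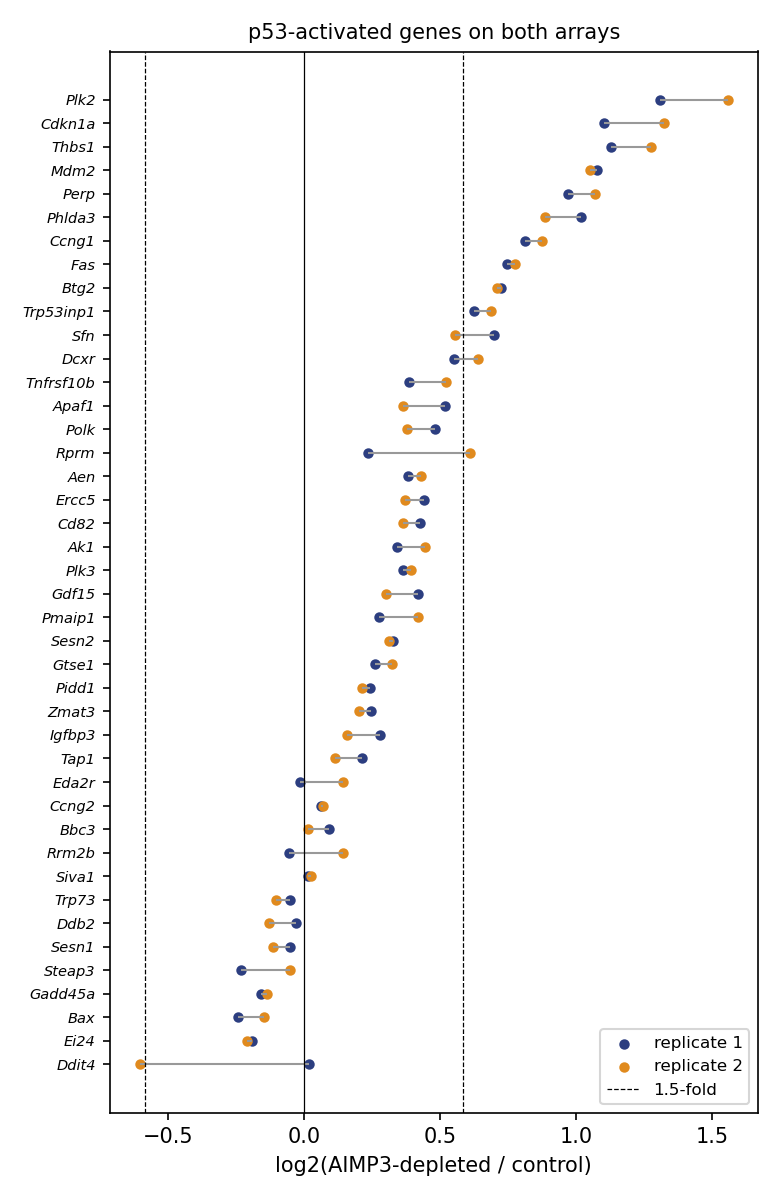
Log2 ratio of AIMP3-depleted over control mESCs (horizontal axis) for 42 of the measured p53-activated genes, ordered by their mean, with 1 point for each array and a line between the arrays. The dashed lines mark 1.5-fold, and 12 of these genes have a mean beyond the upper line and 0 beyond the lower one.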

In 2012, Li and colleagues identified 3697 genes that were transcriptional targets of p53 in mESCs^20^. They showed that p53 activates 2070 genes and represses 1627 genes. To identify alterations in p53 target genes from our microarray data, we integrated the p53 target genes reported by Li with genes from our microarray data that had significant changes. This analysis revealed that approximately 31% (333 genes) of the 1070 genes, which showed significant changes based on our microarray data, are involved with p53 target genes (Fig. 4a). 

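Among p53-activated genes, *Plk2* had the largest log2 ratio (1.43), and *Thbs1* (1.20) was also raised. *Cdkn1a*, which encodes the cell cycle inhibitor p21, had a log2 ratio of 1.21 ± 0.16 (SD, n = 2; adjusted p = 5.15e-05 by limma). Its other probe, which was dimmer, gave 0.28. The log2 ratio of *Mdm2* was 1.06 ± 0.017 (SD, n = 2; adjusted p = 3.41e-05 by limma), and that of *Sfn* was 0.63 ± 0.10 (SD, n = 2; adjusted p = 0.000228 by limma). *Perp* (1.02), *Phlda3* (0.95), *Ccng1* (0.84), *Fas* (0.76), *Btg2* (0.72), *Trp53inp1* (0.66) and *Dcxr* (0.59) were raised as well. *Trp53inp1* fell to 0.46 when all its probes were averaged, and *Dcxr* to 0.58 with the processed signals of the scanner software, both under 1.5-fold. The lowest log2 ratio in the list was -0.29. The transcript of p53 itself, *Trp53*, had a log2 ratio of -0.14 (adjusted p = 0.0334 by limma), which turned to 0.05 with median centring, against a median of 0.18 for all genes. The p53 target genes of Li and colleagues were not used here, so no overlap with them was computed. From the enriched pathway and the overlap with these targets, together with the qRT-PCR and protein data, the paper proposes that depletion of AIMP3 activates p53 as a transcription factor.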

Among 333 genes, about 74% (209 genes) of activated genes (284 genes) and about 71% (36 genes) of repressed genes (51 genes) were matched with p53-activated and -repressed genes, which are reported by Li, respectively (Fig. 4b). Using quantitative reverse transcription PCR (qRT-PCR), we identified that well-known p53 target genes are transcriptionally activated in AIMP3-depleted mESCs (Fig. S11). In addition, immunofluorescent staining and western blot analysis revealed nuclear translocation of p53 by AIMP3 depletion in mESCs (Fig. 4c, d). Western blot analysis of immunoprecipitated p53 showed that phosphorylation and acetylation of p53, which are critical events for p53 activation^26^, were increased in AIMP3-depleted mESCs (Fig. 4e, f). These data suggest that depletion of AIMP3 results in transcriptional activation of p53 in mESCs.

**Fig. 4:**
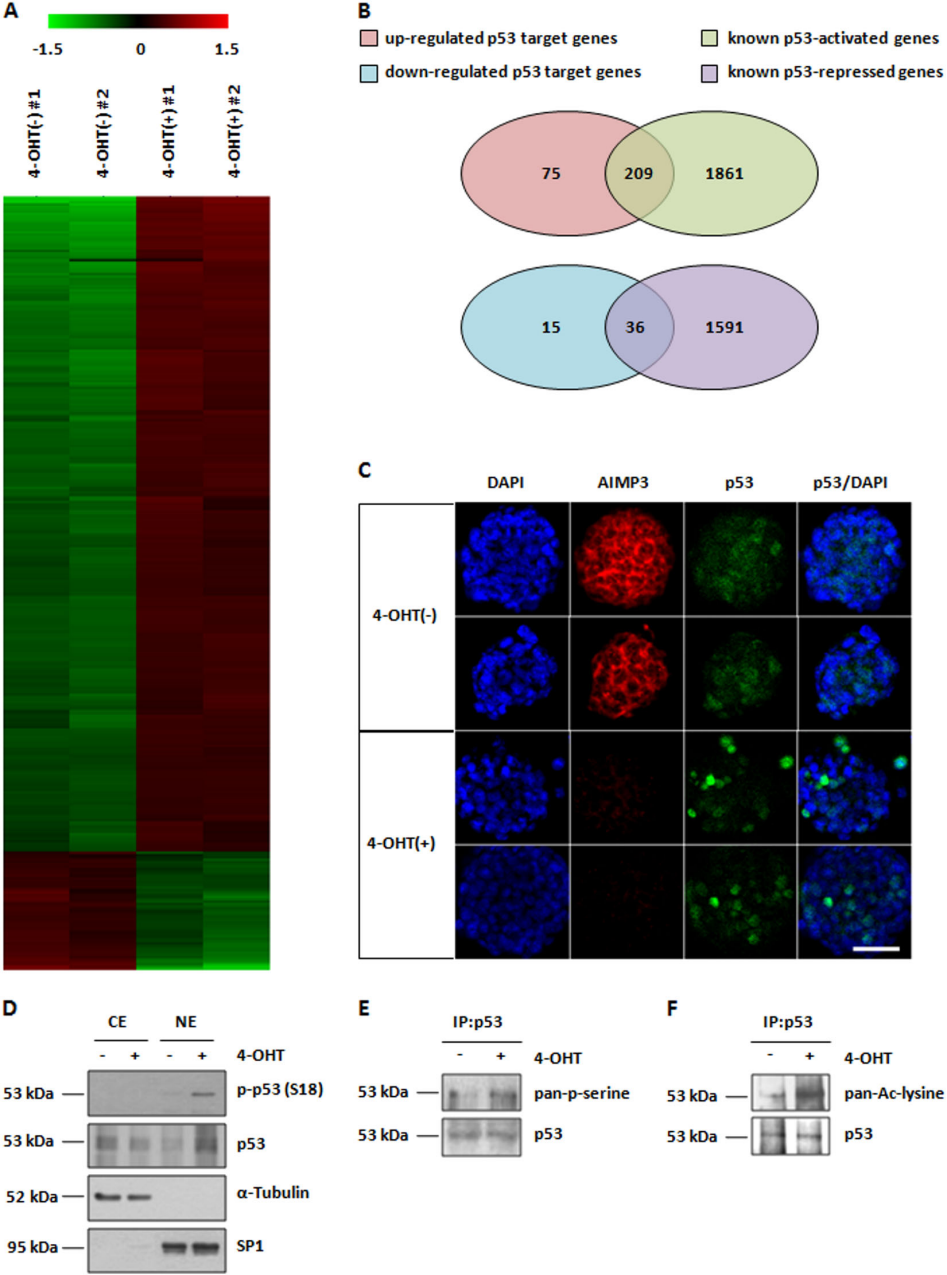
Loss of AIMP3 induces transactivation of p53 in mESCs. **a** Hierarchical cluster analysis was performed on 333 p53 target genes that were altered >1.5-fold, with a *p*-value of < 0.05 between mESCs treated with and without 2 μM 4-OHT. Red squares represent upregulation and green squares represent downregulation. **b** A Venn diagram illustrates the overlap between p53 target genes upregulated or downregulated by AIMP3 depletion as compared with known p53-activated or -repressed genes. **c** Cells were treated with or without 2 μM 4-OHT for 2 days and stained as indicated. Representative images are shown. Magnification ×20. **d** Cells were treated with or without 2 μM 4-OHT for 2 days. Indicated proteins were identified from cytoplasmic extract (CE) and nuclear extract (NE) by western blot analysis. α-Tubulin and SP1 were used as markers of the cytoplasmic and nuclear fractions, respectively. **e**, **f** After treatment with or without 2 μM 4-OHT for 2 days, cells were harvested and lysed for IP

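The control channel of both arrays holds the same pooled RNA, so the difference between these channels measures the labelling, hybridization and scanning and not the control cultures. It was computed from the processed signals of the scanner software, over 16419 probes with a mean log2 signal above 8. The log2 difference between the arrays had an SD of 0.084 in the control channel and 0.10 in the AIMP3-depleted channel. After centring, 11 probes differed by more than 1.5-fold between the control channels and 23 between the AIMP3-depleted channels.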

### Depletion of AIMP3 leads to DNA damage in mESCs

In mESCs, DNA-damaged cells are removed from the pluripotent pool through apoptosis or differentiation to prevent propagation of genomic abnormalities to daughter cells cells^9,27–29^. Previous reports have shown that induction of DNA damage signals increased p53 activity in mESCs^20,30^. Given that AIMP3 is known to be important for maintaining chromosomal stability in somatic cells^3,31^, we hypothesized that AIMP3 depletion-induced genomic instability is involved in p53-dependent impairment of stemness in mESCs. To examine this hypothesis, we investigated whether AIMP3 depletion affects DNA damage response in mESCs. γH2AX foci levels in AIMP3-depleted mESCs were higher than in normal cells without any stimulus (Fig. 5a). Increased olive tail moment in comet assays was also observed in AIMP3-depleted mESCs (Fig. 5b). These results indicate that AIMP3 depletion leads to an accumulation of DNA double-strand breaks (DSBs) in mESCs.

**Fig. 5:**
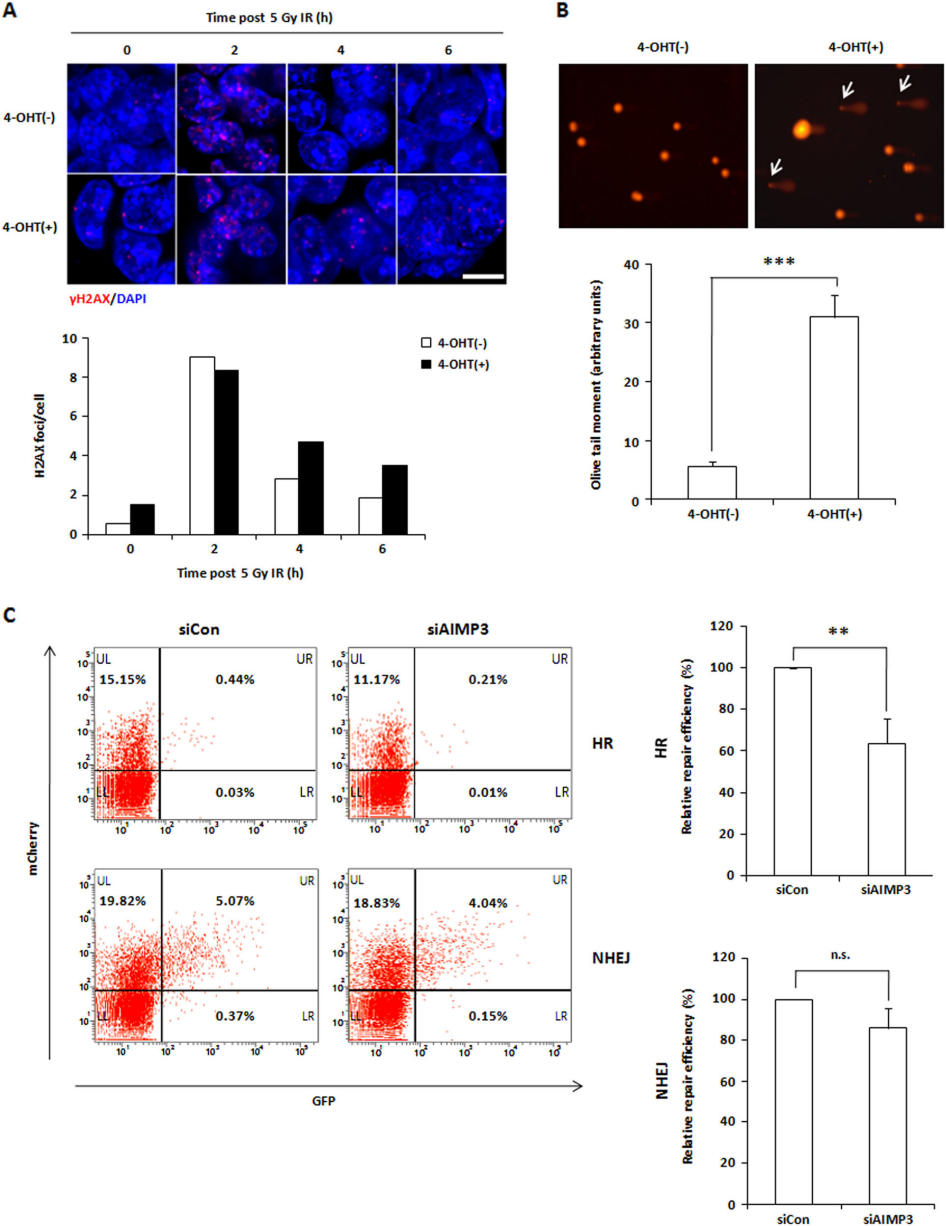
Loss of AIMP3 accumulates DNA damage through impairment of DSB repair in mESCs. **a** Cells were incubated with or without 2 μM 4-OHT for 2 days and exposed to 5 Gy IR for the indicated time points. Cells were then stained as indicated. The upper panel indicates representative images (magnification ×40), and the lower panel is a graph or relative γH2AX foci counts per cell calculated using ImageJ software. Two independent experiments were performed for this assay. **b** Cells were incubated with or without 2 μM 4-OHT for 4 days and harvested for the comet assay. The upper panel indicates representative images obtained from 20 to 25 randomly selected images. White arrows indicate DNA comet tails. The lower panel is a graph of relative olive tail moment calculated using the OpenComet plug-in (v.13) in ImageJ software. Three independent experiments were performed, and results are expressed as the mean ± SEM. ***p *<* 0.001. **c** After 24 h post-transfection of control siRNA (siCon) or *AIMP3-*targeting siRNA (siAIMP3), U2OS cells were transfected with linearized DR-GFP (for the HR assay) or EJ5-GFP (for the NHEJ assay) and mCherry plasmids to monitor transfection efficiency. After 3 days of second transfection, the percentages of GFP- or mCherry-positive cells was determined by flow cytometry. Then, HR or NHEJ repair efficiency for each sample was determined by normalizing the percentage of GFP-positive cells to the percentage of mCherry-positive cells. The left panel represents representative images from flow cytometry. The *X* and *Y* axes indicate GFP-positive and mCherry-positive cells, respectively. The graph on the right panel represents relative HR or NHEJ repair efficiency normalized to the control. Three independent experiments were performed and results are represented as the mean ± SD. **p < 0.01

In general, ATM and ATR are primarily activated after recognition of DSBs, and γH2AX foci are detected at the site of DSBs in response to DNA damage, thus activating DNA damage signaling^32^. AIMP3 has been reported to translocate to the nucleus and activate ATM and ATR upon DNA damage in somatic cells^3^. Therefore, we tested whether DNA damage induces activation of ATM and ATR in AIMP3-depleted mESCs. As shown in Fig. S12 and S13, phosphorylation and foci formation of ATM and ATR in AIMP3-depleted mESCs were similar to control cells following exposure to 5 Gy irradiation (IR). Furthermore, at 2 h after 5 Gy IR, γH2AX foci formation in mutant cells was similar compared with control cells (Fig. 5a). These data demonstrate that AIMP3 depletion has little effect on recognition of DSBs in mESCs.

We next investigated if AIMP3 depletion affects downstream repair events. After 5 Gy IR, the rate of γH2AX foci clearance was markedly slower in AIMP3-depleted mESCs compared with the control (Fig. 5a). Although there was little change at 2 h, the number of γH2AX foci per cell in AIMP3-depleted mESCs was 1.7-fold and 1.9-fold higher compared with the control at 4 h and 6 h after IR, respectively. These results suggest that AIMP3 depletion impairs DNA repair processes in mESCs. Homologous recombination (HR) and non-homologous end joining (NHEJ) are two major repair pathways of DSBs^33^. It is generally accepted that DSBs in somatic cells are repaired by NHEJ pathway and that mESCs predominantly depend on HR to repair DSBs^34^. To further investigate whether AIMP3 depletion affects DSBs repair, we performed the established HR and NHEJ reporter assays in U2OS cells^35^. For HR and NHEJ reporter assays, cells were transfected with linearized DR-GFP and EJ5-GFP constructs, respectively. The DR-GFP construct contains a modified GFP gene with an I-SceI recognition site and an internal GFP template for HR repair. The EJ5-GFP contruct contains a promoter that is seperated from a GFP gene by a puromycin gene flanked by two I-SceI sites. Because linearized constructs harbor site-specific DSBs within the mutant GFP allele by I-SceI restriction enzyme, GFP is normally expressed if HR or NHEJ repair is occurred in transfected cells. Therefore, GFP expression can be used an indicator of DSBs repair. HR efficiency in AIMP3-depleted cells was reduced to 60% compared with the control (Fig. 5c). Results of the NHEJ reporter assay in U2OS cells showed that the efficiency of NHEJ repair was not significantly affected by AIMP3 knockdown. These data suggest that AIMP3 depletion causes impaired DSBs repair, mainly HR in mESCs, resulting in accumulation of DNA damage.

### Loss of stemness in AIMP3-depleted mESCs is p53 dependent

Activation of p53 plays a key role in promoting differentiation of mESCs^21,36,37^. We investigated whether p53 activation is involved in impairment of a self-renewing pluripotent state in AIMP3-depleted mESCs. For p53 knockdown, *AIMP3*^*f/f*^*; Cre*^*ERT2*^ mESCs were transduced with a control or lentivirus containing a shRNA sequence directed against p53. Knockdown of p53 was confirmed by western blot analysis (Fig. 6a). Expression of shRNA targeting p53 completely reversed the reduced expression levels of *Oct4*, *Nanog*, and *Sox2* by AIMP3 depletion (Fig. 6b). The increased expression of differentiation-related markers by AIMP3 depletion was also rescued upon p53 knockdown (Fig. 6c). In addition, AIMP3 depletion did not cause loss of ES cell morphology and AP staining in p53 shRNA-transduced mESCs (Fig. 6d). Consistent with these results, inhibition of EB formation by AIMP3 loss was not observed following p53 knockdown (Fig. 6e). In vivo differentiation assay using teratoma formation showed that p53 knockdown rescued the failure of teratoma formation caused by AIMP3 depletion (Fig. S9). These results indicate that loss of self-renewing pluripotent state in AIMP3-depleted mESCs is mainly mediated by p53 .

**Fig. 6:**
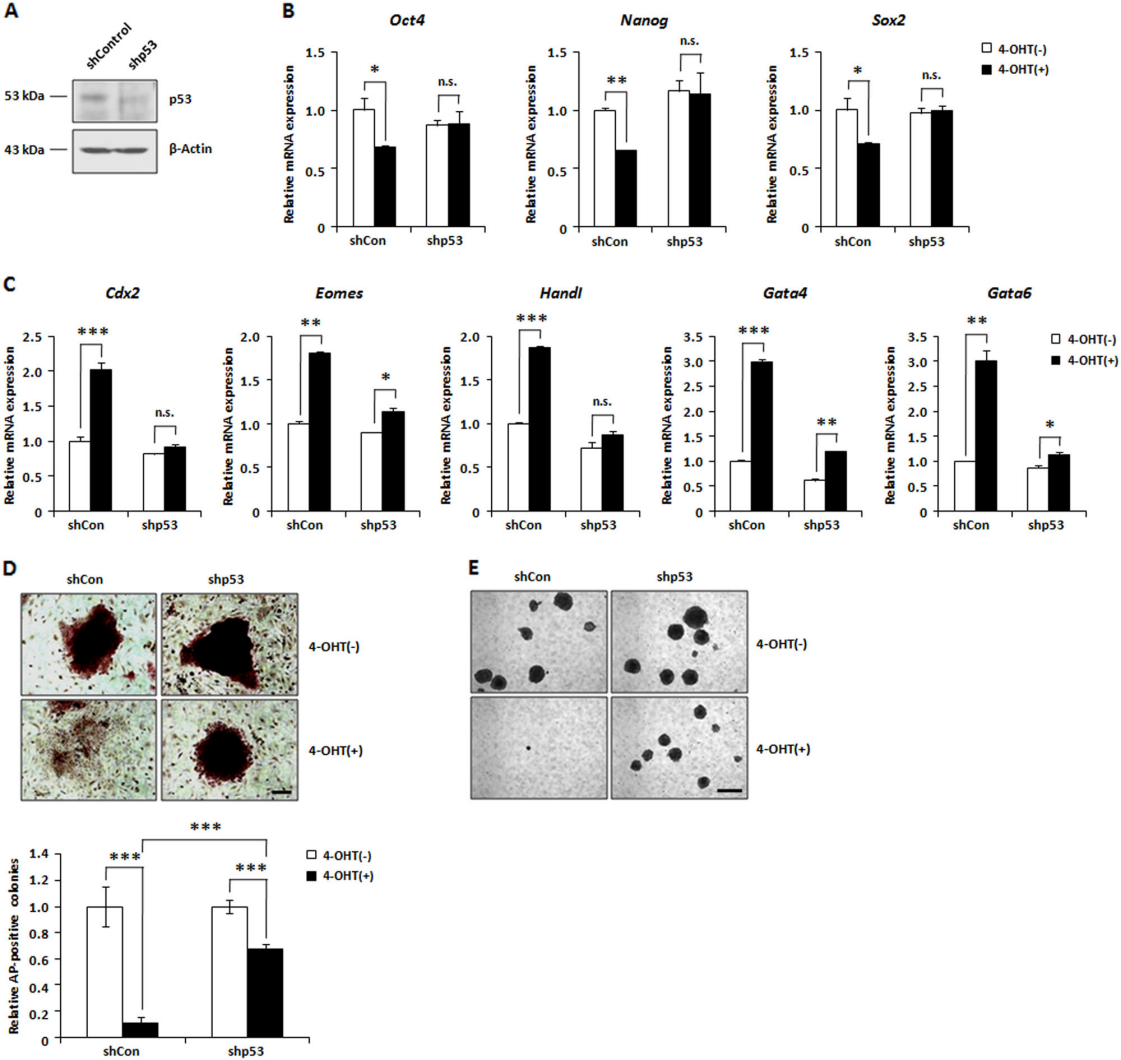
p53 is involved in loss of stemness in AIMP3-depleted mESCs. **a** After generating p53 stable knockdown mESCs by transduction of *p53*-specific shRNA, p53 depletion was examined by western blot analysis. **b**, **c** After incubation with or without 2 μM 4-OHT for 2 days in control shRNA-transduced or *p53* shRNA-transduced mESCs, relative expression levels of the indicated markers were analyzed by qRT-PCR. **d** After treatment with or without 2 μM 4-OHT for 3 days, cells were stained with AP. The left panel indicates representative images. Magnification ×10. The right panel is a graph of the relative ratio of AP-positive stained colonies. Three independent experiments were performed for qRT-PCR and AP staining, and results are expressed as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; n.s., not significant (*p* > 0.05) . **e** Cells were incubated with or without 2 μM 4-OHT for 5 days. Representative images indicate the results of EB formation. Magnification ×5

p53 is known to be phosphorylated and activated by several kinases in DNA damage responses. In mammalian cells, three members of the phosphatidylinositol-3-OH-kinase like family of protein kinases, including ATM, ATR, and DNA-dependent protein kinase (DNA-PK), act as initiators DNA damage responses and activate p53 upon DNA damage^38^. Because AIMP3 depletion itself did not activate ATM and ATR, we investigated whether DNA-PK plays a role in p53 activation in AIMP3-deficient mESCs. As shown in Fig. S14, increased phosphorylation of p53 by AIMP3 loss was blocked in the presence of Nu7026, an inhibitor of DNA-PK, suggesting that p53 activation in AIMP3-deficient mESCs may occur in a DNA-PK-dependent manner.

## Discussion

In the present study, we showed that AIMP3 depletion causes genomic instability by impairing DNA repair processes in mESCs. In addition, AIMP3 depletion in mESCs caused loss of stem cell characteristics in a p53-dependent manner (Fig. 7). This is the first report demonstrating that AIMP3 has a role in the maintenance of stemness in mESCs. These findings are supported by data showing embryonic lethality by AIMP3 deficiency and high AIMP3 expression levels in mESCs and at early stages of embryo development.

**Fig. 7:**
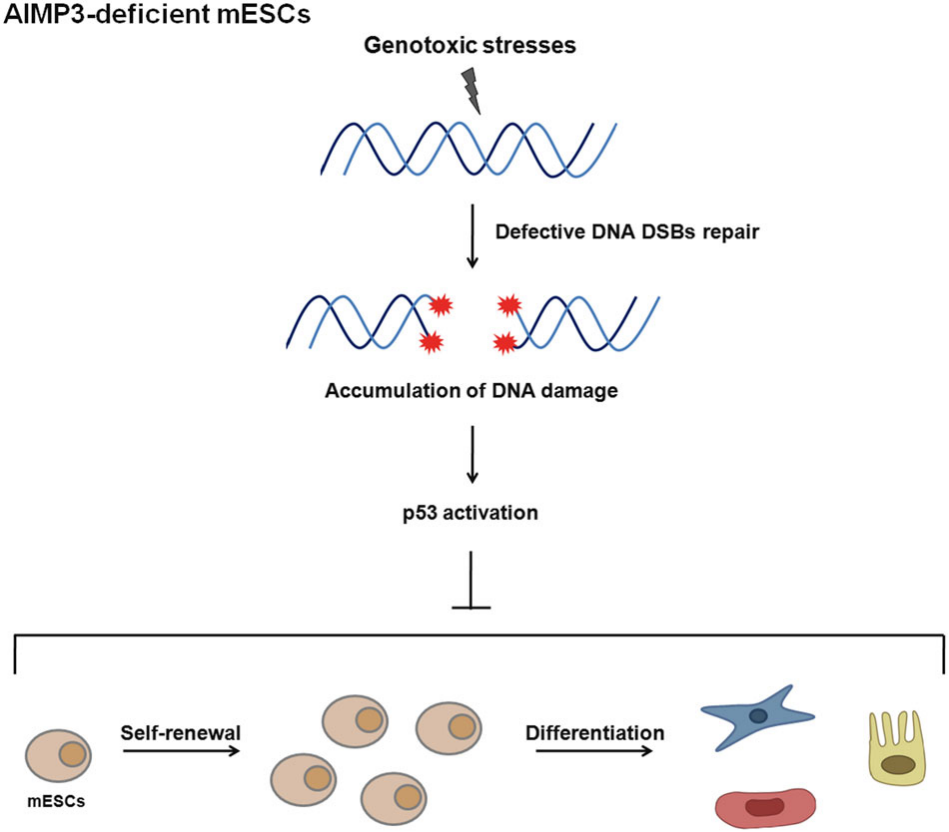
An illustration of the role of AIMP3 in maintaining genome stability and stemness of mESCs. Under genotoxic stresses including replication stress or ionizing radiation, AIMP3 deficiency accumulates DNA damage through blocking DNA double-strand breaks repair, mainly homologous recombination, and impairs the maintenance of stemness in mESCs

Even if AIMP3-depleted mESCs showed features of loss of pluripotency such as reduced AP staining, reduced expression of pluripotency markers, and impaired teratoma formation, it is unclear whether AIMP3 is a critical factor for regulation of pluripotency. In this study, AIMP3 depletion inhibited cell cycle progression and led to cell death in mESCs. We cannot exclude the possibility that these features of loss of pluripotency by AIMP3 depletion are a secondary phenomenon caused by impaired cell growth of mESCs.

AIMP3 depletion resulted in an increased olive tail moment in the comet assay and delayed clearance of γH2AX foci in mESCs. Delayed clearance of γH2AX by AIMP3 depletion was also observed in MEFs (data not shown). HR and NHEJ efficiency analysis showed that AIMP3 depletion leads to accumulated DNA damage through defects in DNA repair pathways, mainly HR. ESCs show an active DNA damage response to prevent propagation of mutations caused by genotoxic stresses, such as rapid proliferation-associated replication stress to daughter cells^27^. mESCs are predominantly dependent on HR to repair DSBs and show high expression of HR-related proteins. During differentiation, levels of DNA ligase IV, a rate-limiting factor for NHEJ, are increased, and ES cells utilize NHEJ rather than HR to repair DSBs^39^. Therefore, HR activity is necessary for genome integrity and stemness maintenance in mESCs. Although the regulatory mechanism involving AIMP3 in HR repair needs further investigation, it is important to note that AIMP3 is involved in maintaining genome integrity through regulation of HR in mESCs.

Previous studies have shown that p53 plays a negative role in regulating ESC pluripotency and somatic cell reprogramming in mice^20–23,36,37^. The roles of p53 in mESCs are similar to those in human ESCs (hESCs). p53 promotes differentiation of hESCs by suppressing expression of pluripotency-related genes^40^. Reprogramming efficiency of human somatic cells is increased through inhibition of p53 activity^41,42^. Moreover, downregulation of p53 increased the reprogramming efficiency of goat embryonic fibroblasts to iPSCs^43^. Collectively, these results suggest that p53 could be a common barrier to somatic cell reprogramming in multiple species. The present study revealed that AIMP3 depletion causes p53 transactivation in mESCs and decreases reprogramming efficiency during iPSCs formation from MEFs, implying that p53 activation caused by AIMP3 depletion blocks the processes of reprogramming of MEFs to iPSCs. Further studies will be needed to demonstrate how AIMP3 plays a critical role during the reprogramming in various species.

Although we identified that AIMP3 depletion causes transcriptional activation of p53, previous studies have shown that AIMP3 is a positive regulator for p53 activation via ATM in somatic or cancer cells^3,44^. This functional discrepancy can be explained by different cellular contexts. Previous studies have shown the effects of AIMP3 on p53 activation in somatic cells, such as transformed MEF and cancer cells, but not in mESCs. mESCs have their own unique gene expression profiles^45^. Differences in gene expression between different cell types may lead to alterations in protein–protein interactions and cellular localization, resulting in different protein functions depending on cell type. Exposure to genotoxic stress has been reported to induce nuclear translocation of AIMP3 in somatic cells^3,46^. However, nuclear translocalization of AIMP3 after IR was not observed in mESCs (Fig. S15). We also determined that p53 phosphorylation by exposure to 5 Gy of IR is inhibited in AIMP3-depleted MEF cells, but not in AIMP3-depleted mESCs (Fig. S12). These results support our hypothesis that the function of AIMP3 depends on the cellular context.

This study shows that p53 activation may be mediated in a DNA-PK-dependent manner in AIMP3-depleted mESCs. It was previously reported that DNA-PK plays diverse roles as a tumor suppressor and a transcriptional regulator independent of DNA repair^47^. Meanwhile, DNA-PK functionally complements ATM and is involved in HR repair^47,48^. Additional studies are required to determine whether and how AIMP3 depletion activates DNA-PK followed by p53 activation and loss of stemness in mESCs.

In conclusion, these results show that AIMP3 depletion causes accumulation of DNA damage due to impairment of DNA repair processes and loss of stem cell characteristics through p53 activation in mESCs. These findings provide supportive evidence to explain embryonic lethality in AIMP3-deficient mice and describe the role of AIMP3 in maintenance of genome instability and stemness in mESCs.

## Materials and methods

### Cell culture

mESCs were cultured as previously described^49^. For incubation with drugs, siRNA and lentiviral particles, mESCs were cultured in MEF-conditioned medium. U2OS cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 5000 units/ml penicillin/streptomycin. All cells were maintained in a humidified incubator at 37 ℃ with 5% CO_2_.

### Extraction of total RNA and protein from mouse embryo

Whole embryos from C57BL/6 mice were homogenized in TRIzol reagent (Ambion, Austin, TX, USA) for extraction of total RNA or RIPA lysis buffer (GenDEPOT, Barker, TX, USA) for extraction of total protein using a TissueLyzer II (Qiagen, Hilden, Germany) according to the manufacturer’s manual.

### Antibodies and chemical

4-Hydroxytamoxifen (4-OHT) was purchased from Sigma-Aldrich (St Louis, MO, USA). Antibodies for western blotting were purchased from the following sources: anti-AIMP3 (sc-376019), anti-β-Actin (sc-47778), anti-p53 (sc-100), anti-α-Tubulin (sc-5286), anti-SP1 (sc-420), anti-phosphoserine (sc-81514), and anti-pan-acetyl (sc-8663-R) antibodies were obtained from Santa Cruz Biotechnology (Dallas, TX, USA). Anti-phospho p53 (S18, 9286) was purchased from Cell Signaling (Danvers, MA, USA). Antibodies for immnunofluorescence staining were purchased from the following sources: anti-p53 (sc-1312) and anti-AIMP3 antibodies (NMS-01–0002) were purchased from Santa Cruz Biotechnology and Neomics (Gyeonggi, Republic of Korea), respectively. Anti-γHAX antibody (07–164) was purchased from Millipore (Boston, MA, USA).

### Cell growth assay

Cells were seeded at a density of 1 × 10^5^ cells in a 24-well culture plate. After incubation with 4-OHT, cells were harvested by trypsinization and counted by 2% Trypan blue staining in a hemacytometer.

### Cell cycle analysis

Cells were fixed overnight in ice-cold 70% ethanol (EtOH) at 4 °C. Then, cells were washed with 1× phosphate-buffered saline (PBS) and incubated in 0.5 mg/ml RNase A solution (Sigma-Aldrich) at 37 °C. After incubation for 10 min, cells were stained with 50 μg/ml PI (Sigma-Aldrich) for 30 min. Cell cycle distribution was assessed by flow cytometry (BD Biosciences, San Diego, CA, USA).

### AP staining

Cells were fixed in ice-cold 100% methanol at room temperature (RT). After fixation, cells were stained with AP detection kit (Vector laboratories, Burlingame, CA, USA) for 30 min at RT. After washing with distilled water, AP-positive colonies were counted from scanned images using Image J software.

### EB formation

EB formation was performed according to a previous report^50^. mESCs were prepared at a concentration of 5 × 10^5^ cells in differentiation medium (DMEM supplemented with 10% FBS, 0.055 mM β-mertcaptoethanol, 2 mM l-glutamine and 5000 units/ml of penicillin/streptomycin). In all, 20 μl of the cell suspension was placed onto the lid of Petri dishes. After incubation for 2 days at 37 °C, EBs formed in drops were transferred into Petri dishes containing differentiation medium and further incubated for 2 days at 37 °C. For the attached EBs development, EBs were plated into six-well culture plates on day 4 and incubated at 37 °C.

### Lentiviral construction, production, and transduction

The shRNA targeting AIMP3 was cloned into lentiviral vector pLKO.1 (shAIMP3/pLKO). The cloned lentiviral vector was co-transfected with packaging vectors (psPAX2 and VSV-G) into 293FT cells. At 48 h post-transfection, supernatant containing lentiviral particles was collected, filtered through a 0.45 μm membrane and concentrated using Lenti-X concentrator (Clontech, Palo Alto, CA). shRNA sequences are listed in Supplementary Table 1. Control lentiviral particles and lentiviral particles containing shRNA to p53 were purchased from Santa Cruz Biotechnology. Cells were cultured with lentiviral particles in the presence of polybrene (5 μg/ml). At 48 h post-transduction, transduced cells were harvested for further studies or selected by 1 μg/ml puromycin (Sigma-Aldrich).

### Reprogramming

Reprogramming was performed as previously described^51^. Briefly, Oct4-GFP transgenic MEFs harboring Oct4-response element were prepared from pOct4-GFP mouse (Jackson Laboratory, Bar Harbor, Maine, USA). The Oct4-GFP MEFs were transduced with retroviruses encoding Oct4, Sox2, and Klf4 plus/minus lentiviruses encoding shRNA targeting *AIMP3* (shAIMP3/pLKO). After 24 h post-transduction, mitomycin C-inactivated feeder cells were added. After 21 days post-transduction, cells were stained with AP. To monitor the expression of endogenous Oct4, expression of GFP was detected using a fluorescence microscopy (Carl Zeiss, Jena, Germany). Finally, AP and GFP double-positive colonies were counted as the successfully reprogrammed iPSCs.

### qRT-PCR

qRT-PCR was performed as previously described^52^. Briefly, total RNA was extracted using TRIzol reagent (Ambion) and converted to complementary DNA using M-MLV reverse transcriptase (Promega, Madison, WI, USA) according to the manufacturer’s instructions. qRT-PCR was performed on the LightCycler®480 system (Roche, Mannheim, Germany) using the SYBR Green reagents (Takara, Tokyo, Japan). The expression levels of each mRNAs were normalized against GAPDH. The primers used for qRT-PCR are listed in Supplementary Table 2.

### siRNA transfection

U2OS cells were transfected with 30 μmol/L of siRNA with INTERFERin® siRNA/miRNA transfection reagent (Polyplus transfection, Illkirch, France). Next day, cells were transfected with plasmids for the DSBs repair assay. siRNAs against human *AIMP3* are listed in Supplementary Table 3.

### Western blot analysis

Cells were lysed with RIPA lysis buffer (GenDEPOT). After protein quantification using Bradford protein assay reagents (Bio-Rad, Hercules, CA, USA), equal amounts of protein were loaded into the well of the sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) gel and fractionated. After transfer onto a nitrocellulose membrane (Bio-Rad), membranes were blocked with 5% bovine serum albumin (BSA) in PBS + 0.1% Tween 20 (0.1% PBST) for 1 h at RT. After incubation with primary antibodies at 4 °C overnight, membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies. The blot was developed by ECL chemiluminescence detection system (Abfrontier, Seoul, Republic of Korea).

### Microarray and DAVID bioinformatics analysis

Microarray experiments were performed as previously described using a commercial microarray service from eBiogen^22^. Briefly, total RNA was extracted using TRIzol reagent. Amplification and labeling were performed using Low RNA Input Linear Amplification kit PLUS (Agilent, Santa Clara, CA, USA). Amplified RNA was hybridized to Agilent Mouse GE 8 × 60K using Agilent’s Gene Expression Hybridization Kit. Arrays were scanned with DNA microarray scanner running Feature Extraction Software 10.7 (Agilent). Raw expression values were normalized using GeneSpringGX 7.3.1 software (Agilent). 

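The authors also deposited a table with 1 normalized value per probe and array. Each value was compared with the log ratio that the scanner software gives for the same probe, which is the log10 ratio of Cy5 over Cy3, after conversion to log2. The values were equal to it plus 0.040 on the array of replicate 1 and 0.039 on that of replicate 2, within 0.01, for 99.8% of the 55680 and 55679 matched probes. With AIMP3-depleted RNA labelled with Cy5, a positive value in the table therefore stands for a higher level in AIMP3-depleted cells. *Eef1e1*, the gene of AIMP3, has -0.94 and -0.95 in the authors' deposited table, *Otx2* has -1.71 and -1.73, and *Cdkn1a* has 1.14 and 1.35.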

The averages of normalized ratios were calculated by dividing the average of control normalized signal intensity by the average of test normalized signal intensity. The data are accessible through GEO Series accession number GSE104241. The gene list, which is significantly up or downregulated by AIMP3 depletion, was submitted to Datatabase for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation tool (version 6.7) and the lists of enriched Kyoto Encyclopedia of Genes and Genome (KEGG) pathways were obtained.

### Immunofluorescence staining

Cells were fixed in ice-cold 100% methanol and then washed with ice-cold 1× PBS. After permeabilization with 1× PBS containing 0.25% Triton X-100 for 10 min, cells were blocked with 3% BSA in 0.1% PBST for 1 h at RT. After incubation with primary antibodies at 4 °C overnight, cells were incubated with fluorescent dye-conjugated secondary antibodies for 1 h at RT. All primary antibodies were diluted 1:100 in blocking solution and all secondary antibodies were diluted 1:250 in blocking solution. Cells were mounted with mounting medium with 4,6-diamidino-2-phenylindole (DAPI; Vector laboratories). Immunofluorescence images were acquired using a confocal microscopy (LSM510; Carl Zeiss).

### γH2AX foci counting

The number of γH2AX foci and DAPI-stained nuclei in each image were determined using ImageJ software. γH2AX foci in unstained nuclei were not counted. The number of γH2AX foci was divided by the number of DAPI-stained nuclei to determine the average number of H2AX foci per cell. More than 200 DAPI-positive nuclei were counted for each sample.

### Immunoprecipitation

In total, 1 mg of cell lysate was precleared for 1 h with 20 μl of protein A/G agarose beads (50% slurry) containing 2 μg of normal goat IgG. After centrifugation, supernatants were incubated with 2 μg of goat anti-p53 antibody at 4 °C overnight. After incubation with 20 μl of 50% bead slurry for 4 h, beads were washed three times with RIPA lysis buffer. Immunocomplexes were eluted for 5 min at 95 °C with 2× SDS-PAGE sample buffer and subjected to western blot. For detection of immunoprecipitated p53, we used mouse anti-p53 antibody as a primary antibody.

### Comet assay

Comet assay was performed as previously described^53^. Briefly, cells were harvested and suspended in 1% low melt agarose (37 ℃) and 2 × 10^4^ cells were spread on a slide and treated with lysis buffer and alkaline solution. After electrophoresis, slides were stained with PI (1 μg/ml). More than 20 images per slide were randomly selected from each sample, and the olive tail moment was calculated by OpenComet plug-in (v.13) in ImageJ software.

### DNA DSBs repair assay

The HR or NHEJ-mediated DSBs repair assay was performed as previously described with some modifications^54^. Briefly, DR-GFP (for HR repair assay) and EJ5-GFP (for NHEJ repair assay) were linearized by I-SceI restriction enzyme and then purified using Labopass^TM^ gel extraction kit (Cosmo Genetech, Seoul, Republic of Korea). U2OS cells were transfected with linearized DR-GFP or EJ5-GFP plasmids using jetPEI® reagent (Polyplus transfection). We co-transfected mCherry plasmid to monitor transfection efficiency of each sample. After 3 days post-transfection, we identified the GFP-positive cells and mCherry-positive cells for each sample using flow cytometry (BD Biosciences).

### Statistical analysis

The Student’s *t*-test was conducted to assess statistical significance between groups, and *p* *<* 0.05 was considered to be statistically significant. Statistical significance is indicated by the asterisks.

## Electronic supplementary material

Supplementary data

# Supplementary material for: AIMP3 depletion causes genome instability and loss of stemness in mouse embryonic stem cells
**Source:** Cell Death Dis. 2018 Sep 24;9(10):972. doi: 10.1038/s41419-018-1037-4
**Supplement:** Supplementary file 1 — Supplementary data

**Supplementary Table 1.** List of shRNA target sequences.

| **Gene** | **Name** | **Sequence** |
| --- | --- | --- |
| *AIMP3* | shAIMP3-1 | 5’-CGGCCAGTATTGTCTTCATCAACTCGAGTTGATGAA  GACAATACTGGTTTTG-3’ |
|  |  | 5’-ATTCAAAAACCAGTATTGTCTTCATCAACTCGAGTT  GATGAAGACAATACTGG-3’ |
|  | shAIMP3-2 | 5’-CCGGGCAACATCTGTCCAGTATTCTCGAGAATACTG  GACAGATGTTGCTTTTG-3’ |
|  |  | 5’-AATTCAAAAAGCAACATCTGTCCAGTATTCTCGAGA  ATACTGGACAGATGTTGC-3’ |

**Supplementary Table 2**. List of primer sequences for qRT-PCR

| **Gene** | **Primer sequence** |
| --- | --- |
| *Oct4* | sense 5’-TTGGGCTAGAGAAGGATGTGGTT-3’  antisense 5’-GGAAAAGGGACTGAGAGAGTGTGG-3’ |
| *Nanog* | sense 5’-AACCTTTTCAGAAATCCCTTCC-3’  antisense 5’-GAGGCAGGTCTTCAGAGGAA-3’ |
| *Sox2* | sense 5’-GCACATGAACGGCTGGAGCAACG-3’  antisense 5’-TGCTGCGAGTAGGACATGCTGTAGG-3’ |
| *Rex1* | sense 5’-CCAGGTTCTGGAAGCGAGTT-3’  antisense 5’-AGTAATGAGCTCGCCCCAAC-3’ |
| *SSEA1* | sense 5’-TGGTGAAGGAACTCCACGAC-3’  antisense 5’-CTCCAGGGCTTTGCCAGTTA-3’ |
| *Cdx2* | sense 5’-AGCAGTCCCTAGGAAGCCAA-3’  antisense 5’-TCTCGGAGAGCCCAAGTGT-3’ |
| *Eomes* | sense 5’-CCACCGCCCACTACAATGTT-3’  antisense 5’-CCCAAAGGAAATCTCCTGCCT-3’ |
| *Nestin* | sense 5’-GCTGGAACAGAGATTGGAAGG-3’  antisense 5’-CCAGGATCTGAGCGATCTGAC-3’ |
| *HandI* | sense 5’-TCGCCTACTTGATGGACGTG-3’  antisense 5’-GGCCTGGTCTCACTGGTTTA-3’ |
| *Gata4* | sense 5’-CCTGGAAGACACCCCAATCTC-3’  antisense 5’-AGGTAGTGTCCCGTCCCATCT-3’ |
| *Gata6* | sense 5’-GCTGAACGGAACGTACCACC-3’  antisense 5’-ACAGTGGCGTCTGGATGGAG-3’ |
| *Nr0b1* | sense 5’-GGTCCAGGCCATCAAGAGTT-3’  antisense 5’-CCAGGCAGGTCTGGGTTAAA-3’ |
| *Dnmt3l* | sense 5’-TGTGGAGCAACATTCCAGGG-3’  antisense 5’-CAGGAGGTCAACTTTCGGGG0-3’ |
| *Fgf5* | sense 5’-ACCCGGATGGCAAAGTCAAT-3’  antisense 5’-TTCAGTTCTGTGGATCGCGG-3’ |
| *Otx2* | sense 5’-GCGAAGGGAGAGGACGACATTT-3’  antisense 5’-CTGCTGTTGGCGGCACTTAG-3’ |
| *Oct6* | sense 5’-AGTTCGCCAAGCAGTTCAAG-3’  antisense 5’-TGGTCTGCGAGAACACGTTA-3’ |
| *p53* | sense 5’-CCATGGCCCCTGTCATCTTT-3’  antisense 5’-TGAGGGGAGGAGAGTACGTG-3’ |
| *p21* | sense 5’-TTGTCGCTGTCTTGCACTCT-3’  antisense 5’-AGACCAATCTGCGCTTGGAG-3’ |
| *Mdm2* | sense 5’-AGTCAGCAAGACTCTGGCAC-3’  antisense 5’-AGGTTTCTCTTCTGGTGGCG-3’ |
| *14-3-3* | sense 5’-TGTGGCGAAGACTAGGAGGA-3’  antisense 5’-GTCTCGAGAGTAACGCTGGG-3’ |
| *Gapdh* | sense 5’-TGTCGTGGAGTCTACTGGTGTC-3’  antisense 5’-GCTAAGCAGTTGGTGGTGCAGG-3’ |

**Supplementary Table 3.** List of siRNA target sequences.

| **Gene** | **Name** | **Target sequence** |
| --- | --- | --- |
| mouse *AIMP3* | siAIMP3-1 | 5’-CCAGUAUUGUCUUCAUCAATT-3’  5’-UUGAUGAAGACAAUACUGGTT-3’ |
|  | siAIMP3-2 | 5’-GCAACAUCUGUCCAGUAUUTT-3’  5’-AAUACUGGACAGAUGUUGCTT-3’ |
| human *AIMP3* | siAIMP3 | 5’-CCAAGUCUAACAGGAUUGACUACUATT-3’  5’-UAGUAGUCAAUCCUGUUAGACUUGGTT-3’ |

**Supplementary figure 1**

**Supplementary figure 2**

**Supplementary figure 3**

**Supplementary figure 4**

**Supplementary figure 5**

**Supplementary figure 6**

**Supplementary figure 7**

**Supplementary figure 8**

**Supplementary figure 9**

**Supplementary figure 10**

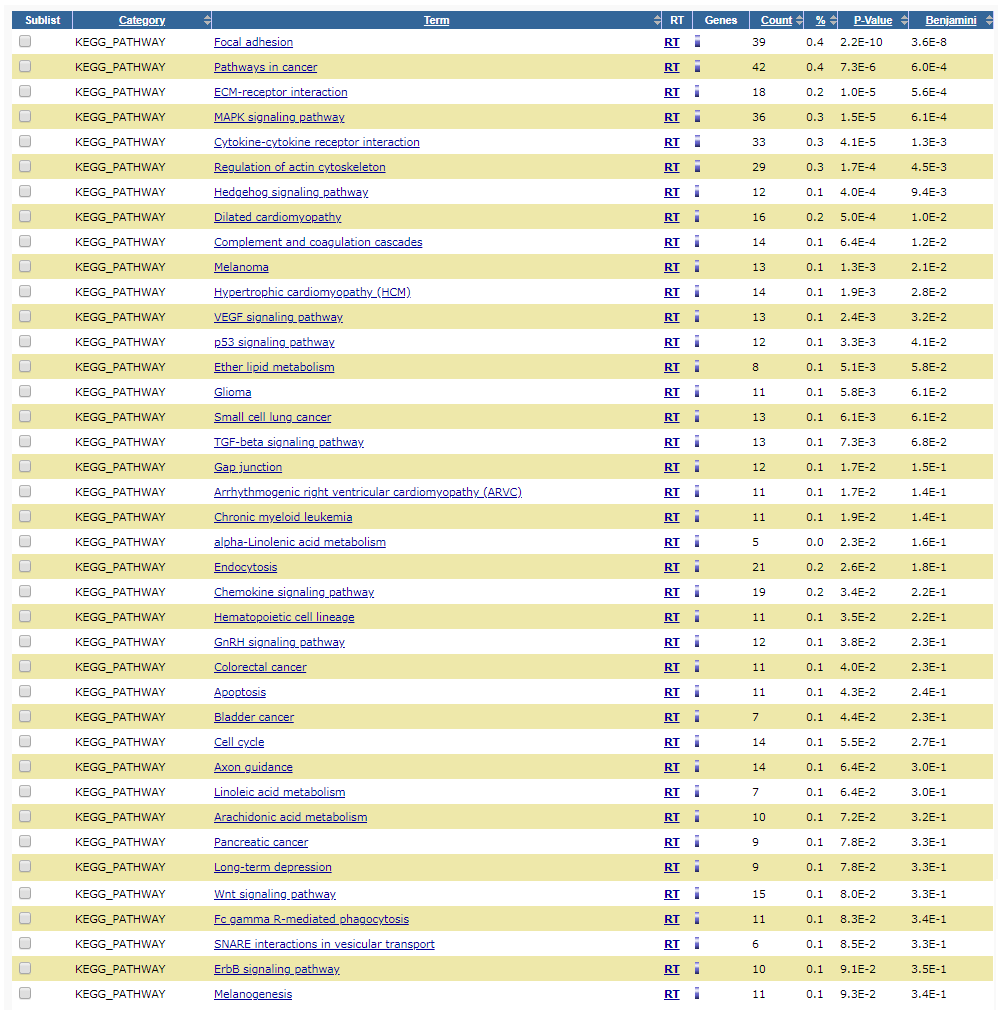

**Supplementary figure 11**

**Supplementary figure 12**

**Supplementary figure 13**

**Supplementary figure 14**

**Supplementary figure 15**

**SUPPLEMENTARY FIGURE LEGENDS**

**Supplementary Figure 1.** *AIMP3*^-/-^ embryos show defective development in mice. (A) *AIMP3*^-/-^ embryo, but not the *AIMP3*^+/+^ embryo, was resorbed at E6.5. (B) E3.5 embryos were collected and cultured *in vitro* for 3 days. *AIMP3*^+/+^ embryos, but not *AIMP3*^-/-^ embryos, are composed of an inner cell mass surrounded by trophoblast giant cells. Magnifications are indicated at the top of each image.

**Supplementary Figure 2.** Targeting the murine *AIMP3* locus. (A) Schematic representation of the *AIMP3* locus, the targeting vector and the targeted loci are shown. Exon 1-4, southern blot probe, translation start site (ATG), puromycin cassette (puro), diphtheria toxin A chain gene (DT-A), FRT sequence (F), *loxP* sequence (triangle) and restriction sites (Bh, *BamH*I; Hp, *Hpa*I; S, *Sal*I) are shown. (B) Southern blot analysis of a representative *AIMP3^+/puro^* ES cell clone is shown. For *Hpa*I digestion, bands representing wild-type and mutant alleles are ~9.0 kb and ~11.0 kb, respectively. (C) PCR analysis with genomic DNA extracted from ES cell clones. The circle number represents the PCR reaction described in (A). (D) mESCs were incubated with or without 2 μM 4-OHT for 2 days and harvested for Western blot. The graph depicts the relative expression of AIMP3. (E) mESCs were incubated with or without 2 μM 4-OHT for indicated times and harvested for qRT-PCR. Three independent experiments were performed for qRT-PCR, and results are expressed as the mean ± SD. *** *p* < 0.001.

**Supplementary Figure 3**. Effects of AIMP3 depletion on the expression levels of epiblast markers. mESCs were maintained in 2i (3 μM CHIR99021+1 μM PD035901) + LIF medium. After treatment of 2 μM 4-OHT for 2 days, mESCs were maintained without 2i+LIF for 48 h. Cells were harvested for qRT-PCR. Three independent experiments were performed and results are represented as the mean ± SD. *** *p* < 0.001.

**Supplementary Figure 4**. Analysis of cell cycle and cell death by AIMP3 depletion. (A) After tamoxifen treatment for 2 days, cells were harvested for Western blot analysis. (B) After tamoxifen treatment for 2 days, cells were stained with annexin V and propidium iodide and analyzed through flow cytometry. Annexin V^+^/PI^-^, early apoptotic cells; Annexin V^+^/PI^+^, late apoptotic and necrotic cells; Annexin V^-^/PI^+^, necrotic cells.

**Supplementary Figure 5**. Lentiviral shRNA-mediated AIMP3 knockdown. After 2 days post-transduction with lentiviruses targeting AIMP3, mESCs were harvested for Western blot analaysis. Upper image represents a result of Western blot analysis and lower graph indicates the relative expression of AIMP3 protein.

**Supplementary Figure 6**. AIMP3 depletion causes reduction of the expression of *Rex1* and *SSEA1* mRNA. Cells were incubated with or without 2 μM 4-OHT for 3 days and harvested. The expression of *Rex1* and *SSEA1*mRNA was measured by qRT-PCR. Results are represented as a ratio of the expression of each marker to the control. Three independent experiments were performed and results of qRT-PCR are expressed as the mean ± SD. * *p*< 0.05; ** *p*< 0.01; *** *p* < 0.001.

**Supplementary Figure 7**. AIMP3 knockdown affects expression of pluripotency- and differentiation-related factors in mESCs. (A) and (B) After transfection with control or *AIMP3* targeting siRNA for 3 days, cells were harvested for Western blot analysis and qRT-PCR. Three independent experiments were performed and results from qRT-PCR are represented as the mean ± SD. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 (n.s, not significant, *p* > 0.05).

**Supplementary Figure 8.** AIMP3 overexpression rescues the effects of tamoxifen-induced AIMP3 deficiency on the expression of pluripotency or differentiation-related genes. After 2 days post-transfection with a flag-AIMP3 expression vector, cells were treated with or without 2 μM 4-OHT for 2 days and harvested for Western blot and qRT-PCR. (A) Endogenous and flag-tagged AIMP3 were detected using anti-AIMP3 or anti-flag antibody, respectively. Red and black arrows on AIMP3 blot indicate the flag-tagged and endogenous AIMP3, respectively. (B) Three independent experiments were performed for qRT-PCR and results are represented as the mean ± SD. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 (n.s, not significant, *p* > 0.05).

**Supplementary Figure 9**. AIMP3 depletion in mESCs impairs pluripotency to differentiate three germ layers. In control and p53-depleted mESCs, AIMP3 depletion was induced by treatment of 2 μM 4-OHT for 2 days. These cells were subcutaneously injected into nude mice (n=5 per group). After 4 weeks, teratomas were harvested for histological analysis. (A) Whole images of teratoma isolated from each mouse. (B) Representative images of hematoxylin and eosin (H&E) staining for teratoma isolated from each group. The region of mesoderm, ectoderm and endoderm are marked by dashed line. NF; not found. Magnification 20X. Scale bar, 100 μm.

**Supplementary Figure 10**. The list of enriched Kyoto Encyclopedia of Genes and Genome (KEGG) pathways analyzed through DAVID bioinformatics tool in AIMP3-depleted mESCs. The gene list, which is significantly altered by AIMP3 depletion, was submitted to DAVID functional annotation tool. The table shows the list of enriched KEGG pathways obtained from DAVID bioinformatics analysis.

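DAVID compares the genes submitted to it with the gene sets of annotated pathways. A pathway of KEGG is listed as enriched when more of its genes are in the submitted list than a random draw from the background genes would give. The outcome depends on which genes are submitted, on the background and on how many array features can be assigned to a gene. In the re-analysis of the arrays, 1152 of the changed features matched a RefSeq gene, 1000 of them raised and 152 lowered. A list submitted without regard to direction is then mostly made of raised genes, and a pathway found with it is not by itself assigned a direction. DAVID was not run here.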

**Supplementary Figure 11.** *AIMP3* depletion increases expression of p53 target genes in mESCs. Cells were treated with or without 2 μM 4-OHT and harvested after 3 days for qRT-PCR analysis. Three independent experiments were performed for qRT-PCR, and results are expressed as the mean ± SD. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 (n.s, not significant, *p* > 0.05).

**Supplementary Figure 12.** DNA damage response in *AIMP3*-depleted mESCs and MEF. Cells were exposed to 5 Gy γ-irradiation (IR) and harvested at the indicated time points for Western blot analysis.

**Supplementary Figure 13**. Foci formation of phospho-ATM in control and AIMP3-depleted cells on exposure to IR. Cells were incubated with or without 2 μM 4-OHT for 2 days and exposed to 5 Gy IR for 1 h. These cells were stained as described in Materials and Methods.

**Supplementary Figure 14**. Increased phosphorylation of p53 by AIMP3 was blocked in the presence of Nu7026, an inhibitor of DNA-PK. Cells were treated with or without 2 μM 4-OHT for 2 days in the presence of Nu7026 and then harvested for Western blot analysis. Magnification 40X. Scale bar, 10 μm.

**Supplementary Figure 15.** AIMP3 does not translocate to the nucleus under exposure to γ-irradiation in mESCs. mESCs were exposed to 5 Gy γ-irradiation and harvested at the indicated time points for immunofluorescence staining. Representative images indicate staining for γH2AX and AIMP3 obtained from confocal microscopy. Magnification 40X. Scale bar, 10 μm.

**SUPPLEMENTARY MATERIALS AND METHODS**

**Histological Analysis**

On E6.5 day, the embryos and placentas were fixed and embedded in paraffin. For histological analysis, 4-μm sections were stained with hematoxylin and eosin according to the manufacturer’s protocol. Hematoxylin and eosin were purchased from Sigma-Aldrich (St Louis, MO, USA).

**Blastocyst outgrowth assay**

Blastocyst outgrowth assay was performed as previously described^1^. Briefly, blastocysts were collected on E3.5 and cultured in Dulbecco’s modified Eagle medium (DMEM; Welgene Inc., Daegu, Republic of Korea) containing 15% fetal bovine serum (FBS; Hyclone, Logan, UT, USA), 0.055 mM β-mertcaptoethanol (Gibco, Grand Usland, NY, USA), 2 mM L-glutamine (Gibco), 0.1 mM nonessential amino acid (Gibco) without leukemia inhibitory factor. The cultured embryos were photographed daily and harvested for genotyping on day 5.

**Murine *AIMP3* gene-targeting**

A 15-kb DNA fragment containing exon 1, 2, 3 and 4 of the murine *AIMP3* gene was retrieved from BAC clones (bMQ-308J16) into a pBluescript phagemid system to a previously reported procedure^2^. Generation of targeted ES cell clones and germline transmission of the *AIMP3*^puro^ allele were performed as previously described^1^. All mice strains were backcrossed more than 6 generations to C57BL/6. This study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of National Cancer Center Research Institute.

**Cloning of flag-tagged AIMP3 expression vector and transient transfection**

Flag-AIMP3/pcDNA3.1 was constructed by inserting mouse *AIMP3* cDNA into the pcDNA3.1-Flag vector. For overexpression of Flag-AIMP3 in mESCs, mixtures of 2X10^6^ cells and 2 μg plasmid DNA were loaded on the Neon pipette (Invitrogen, Carlsbad, CA, USA) and transfected using the electroporation parameters, 1,250 voltage/20 ms/2 pulse.

**Preparation of MEF**

MEFs were generated from embryonic day 14.5 (E14.5) embryos according to a previous report^1^. MEFs were maintained in DMEM (Welgene Inc.) supplemented with 10% FBS, 0.055 mM β-mercaptoethanol, 2mM L-glutamine and 1% penicillin/streptomycin (Gibco) in a humidified incubator with 5% CO_2_.

**Maintenance of naive ground state in mESCs and induction of postimplantation epiblast state**

To maintain naïve ground state, mESCs were maintained in Dulbecco’s modified Eagle medium (DMEM, Welgene Inc.) supplemented with 15% fetal bovine serum (FBS; Hyclone), 0.055 mM β-mertcaptoethanol (Gibco), 2 mM L-glutamine (Gibco), 0.1 mM nonessential amino acid (Gibco), 5,000 units/ml of penicillin/streptomycin (Gibco), 3 μM CHIR99021 (Sigma-Aldrich, St Louis, MO, USA), 1 μM PD035901 (Selleckchem, Houston, TX, USA) and 1,000 units/ml leukemia inhibitory factor (LIF) (Millipore, Darmstadt, Germany). After incubation with or without 2μM tamoxifen for 48 h, cells were maintained growth medium without 2i (CHIR99021 and PD035901)+LIF for 48 h to induce postimplantation epiblast state.

**Reagent and antibodies**

Antibodies for Western blotting were obtained from the following sources: Anti-β-Actin (sc-47778), anti-Cyclin B1 (sc-245), anti-CDC25C (sc-13138), anti-CDK1 (sc-53219), anti-CDK4 (sc-23896), anti-Cyclin D1 (sc-8396), anti-Cyclin E (sc-377100) and anti-flag (sc-166355) antibodies were obtained from Santa Cruz Biotechnology (Dallas, TX, USA). Anti-phospho p53 (S18, 9286) and anti-phospho ATR (S428, 2853) antibodies were purchased from Cell Signaling (Danvers, MA, USA). For immunofluorescence staining, anti-γH2AX (05-636) antibody was purchased from Millipore (Bedford, MA, USA). For Western blotting and immunofluorescence staining, anti-phospho ATM (S1981, 05-740) and anti-AIMP3 (NMS-01-0002) antibodies were purchased from Millipore and Neomics (Gyeonggi, Republic of Korea), respectively.

**Transfection of AIMP3 siRNA**

Transient siRNA transfection of mESCs was performed using the Neon transfection system (Invitrogen, Carlsbad, CA, USA). Mixtures of 2 X 10^6^ cells and 100 pmole siRNA against AIMP3 were loaded on the Neon pipette and transfected using the electroporation parameters, 1,250 voltage / 20 ms / 2 pulse. siRNAs against mouse *AIMP3* are listed in Supplementary Table 3.

**Teratoma formation**

Nude mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA). This study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of National Cancer Center Research Institute. 1 X 10^6^ cells were mixed with 100 μl matrigel (BD biosciences, Bedford, MA, USA) and injected subcutaneously into 6 weeks-old nude mice. At 4 weeks postinjection, teratomas were harvested. After fixation with 10% neutral buffered formalin, teratomas were embedded in paraffin and analyzed through hematoxylin and eosin staining. **SUPPLEMENTARY REFERENCES**

1. Jeon, Y. et al. TopBP1 deficiency causes an early embryonic lethality and induces cellular senescence in primary cells. *J. Biol. Chem.* **286**, 5414-5422 (2011).
2. Warming, S. et al. Simple and highly efficient BAC recombineering using galK selection. *Nucleic Acids Res.* **33,** e36 (2005).

How the deposited data were processed for this re-analysis (not part of the article)

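Gene expression was measured in mESCs in which 4-OHT (2 μM for 4 days) deletes *AIMP3*, with 2 replicates, against 1 pool of RNA from ethanol-treated control cells. Each replicate was hybridized to 1 array with AIMP3-depleted RNA in Cy5 and the control pool in Cy3. The dyes and conditions were taken from the sample labels, and 2 μM is also the dose in the legend of Fig. 4a. The dyes were not swapped, both arrays lay on 1 slide, and the pool counts as 1 control sample.

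The authors deposited the scanner output of each array as made by Agilent's Feature Extraction software (version 11.5.1.1 in the file header, another version than the methods name). It holds the intensity of each spot and of its local background, not normalized by the authors. It also holds processed signals, for which the software subtracted the background and normalized the dyes, and a log10 ratio of Cy5 over Cy3 that the authors deposited with them. The p-value that the authors deposited for each spot is Feature Extraction's own and covers the noise within 1 array, not replicates. The authors' deposited value table holds log2 ratios after GeneSpring, as compared above with the scanner's log ratio. All columns of per-sample values in that table were used, and 0 were left out.

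Median spot signals and median local backgrounds were used, because the files hold no mean signal, which the design had assumed. Background was corrected with limma's normexp with an offset of 50, control spots were dropped, and each array was normalized by loess. Spots with an outlier flag (215 on the array of replicate 1 and 227 on that of replicate 2) were left out, and spots of a probe were averaged. Of 55681 probes, 33012 were well above background in at least 1 channel on both arrays and were tested, and 22669 were left out. The files name features by accession. Of the spots that are not controls, 31014 carried an accession found in a table of RefSeq genes on assembly GRCm38.p6, and the others keep the name in the file. The table was used for names only, and no coordinates are given because the array was designed on another build. The brightest probe stands for a gene.

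The mean of the log2 ratios was tested against 0 with lmFit and eBayes of limma, with 1 residual degree of freedom per gene and 5.29 prior degrees of freedom. A changed gene was over 1.5-fold with an unadjusted p under 0.05, as in the paper, and Benjamini-Hochberg adjusted values were computed over all tested genes. As an alternative, the methods' t-test was applied to the ratios and to the channels. Gene lists were tested with limma's camera, with a preset correlation of 0.01, and with fry, adjusted over 14 lists, and set against 10000 random lists matched on intensity in 20 bins. The lists cover p53-activated genes, pluripotency genes, differentiation and epiblast markers named in the paper, trophectoderm, primitive endoderm, fibroblasts, the 2-cell-like state, G2 and mitosis, homologous recombination, end joining, ATF4 targets, other members of the multisynthetase complex and Y-linked genes. Across the lists, 5 genes (*Cdx2*, *Eomes*, *Gata4*, *Gata6* and *Hand1*) are each in 2 lists. The lists, the settings, the tests and the rule for naming genes were fixed before the data were examined, apart from those named below as chosen later. The rule names the 5 largest rises and the 5 largest falls among changed genes with the same sign on both arrays and well above background in both channels, the genes that the paper names in mESCs, and list members past the threshold.

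The steps were tested on simulated data with the same 2 arrays and 24022 genes, in which 200 genes were changed. Each was changed by at least 2-fold, up or down at random. The test called 200 of them in the right direction and 0 of the unchanged genes, with a median difference of 0.022 between the estimated and the true log2 ratio. A list of 25 genes shifted by 0.50 was found with a median of 0.49, and 0 of 13 unchanged lists were called. Simulated noise does not include a gene-specific difference between dyes or between control cultures. As all simulated changes were large and balanced in direction, the simulation does not test genes near 1.5-fold or a large excess of raised genes.

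The alternatives were no background subtraction, the processed signals, median centring, no filter and a stricter filter on dim probes, the mean of all probes, the authors' deposited table, other tests and thresholds, probes in place of genes, and each replicate left out. The precision is limited by the number of arrays, and the median signal over background lay between 2.68 and 3.31. The p53 targets of Li and colleagues and the qRT-PCR data were not used here. The value of 1 gene of the p53 list is not reported here and is not drawn. R 4.3.3, limma 3.58.1, data.table 1.17.8 and jsonlite 2.0.0 were used.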

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

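The tests of normalization for each gene list, of cross-hybridization, of endoderm against fibroblast genes, of the share of mESC RNA, of dividing cells, of a dye bias by random lists and of the intensity range under other normalizations than loess were chosen only after the result was seen. The tests of feeder cells by abundant fibroblast genes, of the dyes by spike-in spots and of the intensity range after loess were planned. Each result in this part concerns a gene list that the paper does not analyse as a group on the arrays, and was picked out because the list stood apart from all other genes by limma's camera. With the correlation between genes estimated from the arrays, the adjusted p of each of these lists was 0.371 by limma's camera. That form of the test has only 1 residual degree of freedom and little power.

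Genes high in embryonic fibroblasts rose in AIMP3-depleted mESCs. Of 28 genes 26 were measured, all 26 had a positive log2 ratio and 20 were raised, with a median of 0.82 (0.79 and 0.83 on the arrays, adjusted p = 2.02e-11 by limma's camera). At the same time raised genes outnumbered lowered ones. The choice of normalization is argued against. Relative to all genes, the median of the list was 0.80 at its lowest under 5 background corrections, dye normalizations and the authors' deposited table, outside the range of random lists in all 5. An intensity-dependent bias left by the normalization is argued against as the whole cause of the excess, but not as a part of it. With the intensity range divided into 3 equal parts, the ratio of raised to lowered genes after loess was 13.6 in the dimmest (450 raised and 33 lowered), 5.51 in the middle and 5.70 in the brightest. With the processed signals these ratios were 2.42, 2.28 and 3.59. With median centring, which leaves a trend with intensity in place (median log2 ratio of all genes 0.059, 0.20 and 0.29 in these parts), they were 20.7, 32.9 and 119. Raised genes outnumbered lowered ones in each part every time, whereas the size of the excess and its course over intensity depend on the normalization, so how much of the excess such a bias makes up stays open. A dye bias that does not depend on what the genes do was examined with random lists matched on intensity, which carry the same dyes. It was examined for this list and for the endoderm, 2-cell-state and homologous recombination lists below. The medians of these 4 lists lay at least 0.14 beyond the random range under each of the 5 normalizations. The lists were picked because they stood apart from all other genes, and the normalizations all share the same dye orientation. The comparison therefore restates the observation and does not decide on such a bias. For the excess of raised genes, and for an effect of the dyes that members of a list share, such as through probe sequence, a dye bias cannot be told apart from the effect of AIMP3 depletion, because the dyes were not swapped and at most 4% of the 350 spike-in spots (14 spots) were well above background. Feeder cells cannot be told apart from a change of the mESCs either. The 6 genes set for this test as abundant in fibroblasts (*Col1a1*, *Col1a2*, *Col3a1*, *Col6a1*, *Thy1* and *Pdgfrb*) had a median of 0.88, against 0.79 for the other raised genes. All 6 belong to the list, so they would rise in the same way if the mESCs themselves turned on these genes, and the test does not decide. They ranged from 0.17 for *Thy1* to 1.06, and 5 of the 6 passed the threshold. Their log2 level in the control channel lay between 8.73 and 12.73, against a median of 9.72 over all genes, and 25 of the 26 list genes were well above background there. The sample labels describe feeder layers as the usual culture, whereas the methods describe conditioned medium for incubation with drugs. A change of the mESCs towards a mesenchymal state, or an effect of 4-OHT and Cre themselves, stays open and was not tested.

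Genes of primitive and parietal endoderm rose more than any of the other gene lists, under each background correction, normalization, filter and probe rule. Of 22 genes 18 were measured, all 18 had a positive log2 ratio and 15 were raised, with a median of 1.01 (adjusted p = 2.22e-10 by limma's camera). *Gata4* and *Gata6*, which the paper names as endoderm markers and reports as raised by qRT-PCR, are in this list. For its differentiation markers, the paper also reports changes after siRNA against AIMP3. It reports their rescue by added AIMP3 and by p53 knockdown. None of these experiments is on the arrays. The choice of normalization is argued against by the median relative to all genes, which was 1.00 at its lowest under the 5 normalizations, outside the random range in each. Feeder cells could be a source here too. The endoderm median lay 0.20 above the fibroblast median, and a difference as large arose often when genes were exchanged between the lists (permutation p = 0.274 over 10000 exchanges of genes). Genes are not independent replicates, and a difference that is not detected leaves both sources open, so they cannot be told apart by this test. Differentiation towards endoderm is a hypothesis that stays open.

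Genes of the 2-cell-like state rose. Of 11 genes 10 were measured, 9 had a positive log2 ratio and 6 were raised, with a median of 0.61 (adjusted p = 0.000489 by limma's camera). Relative to all genes the median was 0.59 at its lowest under the 5 normalizations, and outside the random range in each. Members of these families are near-identical, so cross-hybridization within 1 family could make many probes rise together. Of 4 families, 3 had a positive median, *Zscan4* at 1.08 (2 genes), *Tcstv* at 0.61 (2 genes) and *Usp17l* at 0.38 (5 genes), which argues against a single family as the whole cause. *Zfp352*, the only measured member of its family, was at -0.27. The probes of *Usp17la* gave -0.07 and 0.97, and it was no longer past the threshold at the mean of its probes (0.45). A larger share of cells in this state is a hypothesis, and the arrays do not resolve single cells.

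Genes of homologous recombination fell slightly as a group. Of 20 genes 19 were measured, 18 had a negative log2 ratio and 0 passed the threshold, with a median of -0.27 (adjusted p = 2.44e-05 by limma's camera). Relative to all genes the median nearest to 0 under the 5 normalizations was -0.26, outside the random range, which argues against the choice of normalization, although the median itself was -0.08 with median centring. A lower share of mESC RNA cannot be told apart by the pluripotency genes. The difference from their median was -0.16, but with 11 of them positive and 14 negative that median decides nothing. Fewer dividing cells are a candidate explanation. The paper reports slower growth of AIMP3-depleted mESCs and their arrest at G2/M. With cells held at that phase, the genes of G2 and mitosis are not a plain measure of the share of dividing cells. After loess these genes fell by as much, with a median of -0.26, as fewer dividing cells would need. They fell by less than the homologous recombination genes with the processed signals (-0.24 against -0.35) and the authors' deposited table (-0.20 against -0.31). With median centring they were at -0.0029, which is -0.18 relative to all genes, against -0.26 for homologous recombination. Whether fewer dividing cells account for the whole fall therefore depends on the normalization and stays open.

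Other members of the multi-aminoacyl-tRNA synthetase complex were slightly lower. All 10 were measured, 8 had a negative log2 ratio and 0 passed the threshold, with a median of -0.25 (adjusted p = 0.00339 by limma's camera with the preset correlation, at most 0.229 over the normalizations, filters and probe rules). Here the choice of normalization may be the cause. With median centring the median relative to all genes was -0.082, inside the random range, while it was outside under the other 4. No biological explanation was tested for this list.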

How the results depend on the processing

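The count of RefSeq-named features and the levels relative to *Gapdh* were added only after the result was seen. The other alternatives in this part were planned.

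The number of changed genes (1518) moved by more than 1.5 times with the processed signals (2713), median centring (2891), the authors' deposited table (2747), the methods' t-test of the ratios (994) and a 2-fold threshold (298). Raised genes (1328) moved to 2827 with median centring, 2130 with the authors' deposited table, 866 with the methods' t-test of the ratios and 281 over 2-fold. Lowered genes (190) moved to 771 with the processed signals, 64 with median centring, 617 with the authors' deposited table, 463 with Feature Extraction's own p on each array and 17 over 2-fold. The count after Benjamini-Hochberg adjustment (1518) was 2607 with the processed signals, 2891 with median centring, 2632 with the authors' deposited table and 298 over 2-fold. It was 698 with the methods' t-test of the channels, which called 1436 genes at an unadjusted p under 0.05. It was 0 with the methods' t-test of the ratios, against 994 at an unadjusted p under 0.05, and its smallest adjusted p over all genes was 0.0481. That test has 1 degree of freedom for each gene, whereas limma shares the spread across genes. The t-test of the channels takes both hybridizations of the control pool as replicates, so its p leaves out the spread between control cultures. The cause of the other shifts was not tested, apart from the 2-fold threshold, which counts fewer genes by construction.

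The counts stayed within 1.5 times of the main ones without background subtraction (1627 changed), without a filter on dim probes (1537), with a filter on both channels (1271), at the mean of probes (1372), over 1.5-fold on both arrays with no p (1268), for probes in place of genes (1887) and for RefSeq-named features (1152). With a single array, which allows no test, between 1522 and 1651 genes were over 1.5-fold. Of the 1518 genes, 1412 were also called with the processed signals, 1346 with median centring and 1448 with the authors' deposited table, each in the same direction.

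The ratio of *Eef1e1* kept its direction and stayed past the threshold under every alternative, between -0.99 and -0.68. Over the other 101 named genes, 689 values under the alternatives other than single arrays and *Gapdh* kept their direction and their side of the threshold, 8 fell under it and 2 rose past it. Another 8 reversed, all of them in genes that had not passed the threshold. With median centring *Zfp42* was at 0.068, *Dnmt3l* at 0.13, *Pou3f1* at 0.024, *Trp53* at 0.053, *Ccne1* at 0.24 and *Atr* at 0.040, where the median of all genes was 0.18. With the processed signals *Cdk1* was at -0.0100 and *Lig4* at -0.0086. The cause was not tested beyond the shift of all genes that median centring brings. Relative to *Gapdh*, *Pou5f1* was at -0.85, *Nanog* at -0.74 and *Sox2* at -0.89.

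Among the gene lists, the p53 list had a median of 0.38 and an adjusted p of 0.371 when camera estimated the correlation, and otherwise an adjusted p of at most 1.64e-05 by camera. The differentiation markers (adjusted p = 0.0770 by limma's camera) passed the threshold without background subtraction (median 0.59), with median centring (0.77) and without a filter (0.58), and with the preset correlation the adjusted p was at most 0.107 over the normalizations, filters and probe rules. When camera estimated the correlation it was 0.519. The epiblast markers missed it with the processed signals (median -0.30, adjusted p = 0.0535 with the preset correlation) and when camera estimated the correlation (adjusted p = 0.371). With median centring the medians of epiblast markers (0.024), pluripotency (0.14), end joining (0.080), ATF4 targets (0.16) and the multisynthetase complex (0.10) became positive. These changes of sign go with the shift of all genes, whose median was 0.18 there. Relative to it the lists stayed lower, at -0.16, -0.045, -0.10, -0.020 and -0.082, and the epiblast markers kept an adjusted p of 0.00595 by limma's camera. The median of Y-linked genes became negative with the processed signals (-0.047) and the authors' deposited table (-0.0075), also relative to all genes (-0.018 and -0.019), and lay within the range of random lists. The cause was not tested. On single arrays the median was 0.34 and 0.37 for the p53 list, -0.26 and -0.23 for epiblast markers, 0.79 and 0.83 for fibroblast genes, -0.056 and -0.10 for ATF4 targets, and -0.25 and -0.23 for the multisynthetase complex. It was 0.49 and 0.68 for differentiation markers, and 0 lists had opposite signs on the arrays. The lists with a single-array median over 1.5 times from that of both arrays were ATF4 targets, end joining (-0.15 and -0.032) and Y-linked genes (0.10 and 0.00095). Of the named genes 2 had opposite signs on the arrays, both under the threshold, *Gsc* (-0.24 and 0.018) and *Lig4* (-0.029 and 0.073). Under the other alternatives 88 list values kept their direction and their side of the threshold.

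No paired analysis was possible because the control of both arrays is 1 pooled RNA and carries no replicate number. The slide could not be used as a block, since both arrays lie on 1 slide. With a median signal over background between 2.68 and 3.31, a dim channel limits 247 of the changed genes, which were not well above background in every channel.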

Differences from the paper's values

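The levels relative to *Gapdh* and the count of RefSeq-named features were chosen only after the result was seen.

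The paper reports 880 upregulated genes, and 1328 were raised here. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's with the filter on both channels (1084), at the mean of probes (1204), with the methods' t-test of the ratios (866) or of the channels (1253), and over 1.5-fold on both arrays with no p (1127). It was not with no background subtraction (1415), the processed signals (1942), median centring (2827), no filter (1346), the authors' deposited table (2130), Feature Extraction's own p on each array (1590), a 2-fold threshold (281), probes in place of genes (1641), without replicate 1 (1398) or without replicate 2 (1323). The RefSeq-named features alone, a count chosen after seeing the values, had 1000 raised. The number of lowered genes here, 190, equals the paper's 190, and the total of 1518 is within 1.5 times of the paper's 1070. The equal count depends on the setting. Lowered genes were 771 with the processed signals, 64 with median centring and 617 with the authors' deposited table. Whether the lowered genes are the same as the paper's was not checked.

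For qRT-PCR at the last time point of Fig. 3a, which is 4 days of 4-OHT by its axis and 3 days by its legend, the paper shows levels relative to the control of about 0.41 for *Oct4*, about 0.47 for *Nanog* and about 0.41 for *Sox2*, read by eye, with SDs. On the arrays, after 4 days, the linear ratios were 0.718 ± 0.11 for *Oct4* (*Pou5f1*), 0.770 ± 0.048 for *Nanog* and 0.695 ± 0.0098 for *Sox2* (SD over both arrays). None of the alternatives set before the data were examined came within 1.5 times of these values. They gave 0.643 to 0.838 for *Pou5f1*, 0.737 to 0.897 for *Nanog* and 0.687 to 0.821 for *Sox2*. Relative to *Gapdh* on the same array, an alternative chosen after seeing the values, the ratios were 0.556, 0.597 and 0.538, within 1.5 times, by the brightest of the 7 *Gapdh* probes. This depends on the probe. Relative to each of the 7 probes in turn, also chosen after seeing the values, the ratios went up to 0.877 for *Pou5f1*, 0.942 for *Nanog* and 0.849 for *Sox2*, and 5 of the 7 probes moved them away from the paper's values. Only 1 of the 7 probes brought *Pou5f1* within 1.5 times, 2 *Nanog* and 1 *Sox2*.

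The paper states, with data not shown, that AIMP3 depletion left the levels of epiblast markers in mESCs unchanged. It also reports lower postimplantation markers than in the control after cells left the naive state, a step that the sample labels do not name. Of the 5 markers that the paper names, *Otx2* was lowered past the threshold here (log2 ratio -1.66, adjusted p = 3.27e-05 by limma, and between -1.76 and -1.44 over the normalizations). The other 4 did not pass it. They were *Fgf5* (-0.25), *Dnmt3l* (-0.23), *Pou3f1* (-0.22) and *Nr0b1* (0.06).

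The paper names *Eomes* among the markers that increased, in a qRT-PCR experiment. Its log2 ratio on the arrays was -0.16 (adjusted p = 0.0286 by limma) and was negative under every normalization, between -0.27 and -0.02. It lists SSEA1 among the pluripotency factors that fell. *Fut4*, which encodes the enzyme that makes this antigen, had a log2 ratio of 0.11 (0.18 and 0.05 on the arrays, adjusted p = 0.107 by limma).

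The methods describe the normalized ratio as control over test. In the authors' deposited table the values run the other way, AIMP3-depleted over control, as *Eef1e1* at a mean of -0.95 shows.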

Other observations

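The lists of hypoxia-inducible factor targets and of reference genes, the gene families and the test of hypoxia-inducible factor activity were chosen only after the result was seen.

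Several genes that the paper measured by qRT-PCR or at the protein level in other experiments were on the arrays. *Pou5f1* (log2 ratio -0.48), *Nanog* (-0.38) and *Sox2* (-0.53) were lower with adjusted p-values of 0.00276, 0.00131 and 0.000231 by limma, and each was under 1.5-fold. The arrays of *Pou5f1* gave -0.64 and -0.32, and the other probe of *Nanog* gave 0.06. *Zfp42* (Rex1) was at -0.15 and turned to 0.07 with median centring, where the median of all genes was 0.18. The 25 pluripotency genes had a median of -0.10 (adjusted p = 0.163 by limma's camera), with 11 positive and 14 negative, and *Fgf4* (-0.87), *Tdgf1* (-0.59) and *Dppa3* (-0.62) passed the threshold. With median centring all 3 no longer passed it, and *Tdgf1* also did not with the processed signals (-0.55) and the authors' deposited table (-0.51). Differentiation markers were mostly higher, with *Gata6* at 1.20, *Hand1* at 0.89, *Gata4* at 0.77, *Cdx2* at 0.66 and *Nes* at 0.50. The median of the 8 markers was 0.58. *T* was at -0.07, and *Gsc* at -0.11 with -0.24 and 0.02 on the arrays. Of 12 trophectoderm genes 11 were measured, 9 were positive and 7 raised, with a median of 0.85 (adjusted p = 0.000462 by limma's camera), and the keratins *Krt18*, *Krt8*, *Krt19* and *Krt7* are among them.

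The 5 epiblast markers had a median of -0.23 (adjusted p = 0.0197 by limma's camera), inside the range of 95% of the random lists (-0.25 to 0.32). The median was also inside that range with no background subtraction and with median centring. It lay below the range with the processed signals (-0.30, lower end -0.28) and the authors' deposited table (-0.26, lower end -0.23). *Otx2* was the only 1 past the threshold. The list was not tested without it. Of 22 genes of G2 and mitosis, 18 were lower and 0 passed the threshold, with a median of -0.26 (adjusted p = 3.66e-05 by limma's camera). *Ccnb1* was at -0.30 and *Cdc25c* at -0.32, whereas *Cdk1* was at 0.05 (adjusted p = 0.373 by limma) and turned to -0.01 with the processed signals. *Ccnd1* was higher at 0.54. Among DNA damage kinases *Prkdc* was at -0.38, *Atm* at -0.25 and *Atr* at -0.20, the last of which turned to 0.04 with median centring, again under the median of all genes.

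The remaining lists did not stand apart by limma's camera. The 9 end joining genes had a median of -0.09 (adjusted p = 0.229 by limma's camera, 0.0422 by limma's fry). The 17 measured ATF4 targets had a median of -0.07 but a mean of 0.12 (adjusted p = 0.618 by limma's camera), because 4 were raised, led by *Atf3* (1.27) and *Atf5* (1.13). The 3 measured Y-linked genes had a median of 0.05 and a mean of -0.0062 (adjusted p = 0.910 by limma's camera). In both of these lists the median and the mean differ in sign.

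Genes often used as a reference were not level. Of 13 such genes, 9 were higher and 3 were raised, with a median of 0.23 (between 0.09 and 0.44 over 5 normalizations). *Actb* was at 0.96 by its 1 tested probe and between 0.71 and 1.51 over the normalizations, and *B2m* was at 0.89. The 7 probes of *Gapdh* ran from -0.29 to 0.37, the brightest being the highest, and that probe gave between 0.06 and 0.90 over the normalizations. *Rplp0* ranged between 0.18 and 1.34 over the same normalizations.

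Among the largest falls were targets of hypoxia-inducible factor, with *Ndufa4l2* at -1.22, *Egln3* at -1.19, *Bnip3* at -1.11, *Ankrd37* at -0.93 and *Pdk1* at -0.68. Of 21 targets 19 were measured and 15 were negative, with a median of -0.29, which turned to 0.05 with median centring but stayed below all genes there (-0.13 relative to their median). *Slc2a1* (0.71) and *Pfkfb3* (0.83) went the other way and passed the threshold, and *Vegfa* was at 0.18. Of the 5 normalizations, *Slc2a1* passed the threshold under 3 (0.53 at its lowest) and *Pdk1* under 4 (-0.45 at its weakest). The other falls named here and *Pfkfb3* passed it under all 5. Lower activity of hypoxia-inducible factor is a candidate explanation. Without the genes past the threshold, the 12 that remain had a median of -0.24, below the range of 95% of the random lists (-0.13 to 0.21). As the list was written after its values were seen, this test does not decide. A difference in cell density or oxygen between the cultures was not tested.

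Families of matrix and patterning genes also rose. Collagen genes had a median log2 ratio of 0.49 (25 of 32 positive, 15 raised), laminin genes 0.28 (9 of 10 positive, 3 raised), integrin genes 0.24 (16 of 22 positive, 4 raised) and Hox genes 0.40 (19 of 20 positive, 5 raised). Each median was positive under all 5 normalizations, with the lowest at 0.24 for integrins. Of these genes, *Col1a1*, *Col1a2*, *Col3a1* and *Col6a1* are in the test of feeder cells. They are in the fibroblast list, as are *Col5a1*, *Col5a2*, *Col6a2* and *Col6a3*. The endoderm list holds *Col4a1*, *Col4a2*, *Lama1*, *Lamb1* and *Lamc1*. The rise of the collagen and laminin families is therefore in part the rise of those lists. No explanation was tested for the families as such.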
